# Redox regulation of EGFR activation by thioredoxin reductase 3 drives resistance to EGFR inhibitors in triple-negative breast cancer

**DOI:** 10.1038/s41420-026-03157-0

**Published:** 2026-05-19

**Authors:** Prahlad V. Raninga, Göknur Giner, Sivanandhini Sankarasubramanian, Murugan Kalimutho, Marco J. Herold, Antoine de Weck, Kum Kum Khanna

**Keywords:** Breast cancer, Cancer therapy

## Abstract

Although 40–70% of TNBC cases overexpress EGFR, clinical responses to EGFR-targeted therapies have been minimal. This poor efficacy may result from intrinsic resistance mechanisms, inactive EGFR signaling, or reduced EGFR localization on the plasma membrane. To identify genetic determinants of EGFR inhibitor resistance, we performed a genome-wide CRISPR/Cas9 knockout screen in MDA-MB-231 cells. The screen revealed that loss of the redox-regulating enzyme Thioredoxin Reductase 3 (TXNRD3) sensitized TNBC cells to the EGFR inhibitor erlotinib. Functional validation showed that both siRNA-induced knockdown and pharmacological inhibition of TXNRD3 with the FDA-approved drug auranofin significantly enhanced the cytotoxic effects of EGFR inhibitors in EGFR-high TNBC cells. Mechanistically, TXNRD3 depletion or inhibition increased intracellular reactive oxygen species (ROS), leading to oxidation-dependent activation and phosphorylation of EGFR (Y1068) and subsequent activation of downstream signaling pathways in TNBC cells that otherwise lack active EGFR. The combined treatment of auranofin and EGFR inhibitors triggered GSDME-mediated pyroptosis in a ROS-dependent manner. Importantly, the combination of auranofin with erlotinib exhibited potent anti-tumor efficacy in vivo in both MDA-MB-231 xenograft and 4T1.2 syngeneic TNBC models. Collectively, our findings identify TXNRD3 as a redox-dependent regulator of EGFR activity and drug response in TNBC and demonstrate that auranofin-mediated TXNRD3 inhibition can re-activate EGFR signaling, thereby sensitizing TNBC tumors to EGFR-targeted therapy. This study provides a mechanistic rationale for repurposing auranofin in combination with EGFR inhibitors as a novel therapeutic strategy for EGFR-high TNBCs.

## Background

Triple-negative breast cancers (TNBCs) are the most aggressive subtype of breast cancer, accounting for approximately 15–20% of all diagnosed invasive breast cancer cases worldwide and are more prevalent amongst younger women ( < 40 years of age). TNBCs are highly heterogeneous and can be subdivided into four types, including basal-like, luminal, mesenchymal, and immune-modulatory/activated [1]. Due to the lack of surface hormone receptors and HER2 amplification, TNBCs do not respond to anti-hormonal or HER2-directed therapies, unlike luminal and HER2+ breast cancers. Hence, chemotherapies and radiotherapy remain the mainstay of treatment for TNBC patients. Although many TNBC patients initially respond to chemotherapies, these tumors frequently relapse and metastasize, particularly to the lungs and brain, and acquire chemoresistance [2]. Unfortunately, the severe adverse effects and drug resistance associated with standard cytotoxic chemotherapies (e.g. anthracyclines, cyclophosphamide, and taxanes) significantly limit their long-term clinical benefits in TNBC patients [3, 4]. Thus, there is an urgent need to explore novel, clinically viable targeted therapies for primary and metastatic TNBCs.

Several studies have reported EGFR overexpression in 40-70% of TNBC patients by immunohistochemistry [5, 6]. EGFR overexpression correlates with poor clinical outcome and decreased disease-free survival in TNBC patients [5]. Elevated EGFR messenger RNA (mRNA) expression and pathway activation are characteristic of basal-like breast cancer [7, 8] and are associated with adverse outcomes [9]. Despite this, a clinical trial of a small molecule EGFR inhibitor, Erlotinib, as monotherapy or combination in unselected previously treated women with locally advanced or metastatic breast cancer, metastatic and recurrent TNBC showed minimal efficacy [10]. Similarly, the phase II trial of an EGFR monoclonal antibody, cetuximab, in combination with carboplatin in stage IV TNBC patients showed no significant clinical response [11], suggesting the existence of intrinsic resistance mechanisms. Understanding and overcoming these resistance pathways could enhance the therapeutic efficacy of EGFR-targeted agents.

In this study, we performed a genome-wide CRISPR/Cas9 knockout screening in TNBC cells treated with erlotinib to identify genetic drivers of erlotinib resistance. Our analysis revealed that thioredoxin reductase 3 (*TXNRD3)*, a member of the thioredoxin protein family involved in maintaining intracellular redox homeostasis, is a critical driver of erlotinib resistance in TNBC cells. Genetic depletion of *TXNRD3* markedly sensitized TNBC cells to EGFR inhibitors, including erlotinib and osimertinib. Supporting this finding, previous studies have reported that NRF2-driven antioxidant genes, including TXNRDs, are upregulated in osimertinib-tolerant lung cancer drug persister cells, implicating the thioredoxin pathway in EGFR inhibitor resistance [12]. Notably, pharmacological inhibition of TXNRD3 using the FDA-approved thioredoxin inhibitor auranofin synergized with EGFR inhibitors to suppress basal-like TNBC cell growth in vitro and in vivo.

Together, these findings identify TXNRD3 as a novel regulator of EGFR inhibitor sensitivity in TNBC and suggest that combined targeting of EGFR and thioredoxin pathways represents a promising therapeutic strategy for basal-like TNBCs.

## Results

### Genome-wide CRISPR/Cas9 screen identifies *TXNRD3* as a critical mediator of EGFR inhibitor resistance in TNBC cells

To identify genes conferring resistance to the EGFR inhibitor, we performed a genome-wide CRISPR/Cas9 knockout screen in human TNBC cells. 

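The screen used MDA-MB-231 cells, a human triple-negative breast cancer cell line, that expressed Cas9 and carried the GeCKO v2 lentiviral library, in which each virus delivers 1 sgRNA that directs Cas9 to cut 1 gene. After puromycin selection for 7 days, the cells were treated for 7 days with DMSO or with erlotinib, an inhibitor of the EGFR kinase, at 10 µM. The sgRNA sequences were then amplified from genomic DNA and sequenced, and the authors' count table gives the raw read counts of 107237 sgRNAs, 106244 with a target gene or microRNA and 993 non-targeting, in 3 libraries per condition. The total counts were 4263494, 2205882 and 1574743 in DMSO replicates 1 to 3 and 2026862, 1773235 and 3332895 in erlotinib replicates 1 to 3. A count of 0 allows up to 3 counts in a library, which came to 0.704 to 1.91 CPM (counts scaled to the library total) in DMSO and 0.900 to 1.69 in erlotinib libraries. These limits and all binomial intervals cover counting error only, since PCR reads without molecular identifiers are not independent molecules. The paper's text does not name the program that counted the reads. Its statistics section describes biological replicates in general as experiments on different days with separately prepared cultures. For the screen it does not say whether the 3 libraries of a condition came from such cultures or from separate amplifications of the same DNA, so the replicates may be technical.

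Non-targeting sgRNAs were removed, and the low-count criterion of the paper's methods and its upper-quartile normalization (quantile 0.99) were applied to the counts. The 74555 sgRNAs with a target and at least 1 count were tested in edgeR, erlotinib against DMSO, with the quasi-likelihood test and Benjamini-Hochberg adjusted p-values, and with the likelihood ratio test that the paper names, at an unadjusted p under 0.05. The paper gives a threshold of 0.05 and an adjustment of p in its methods, and does not say which p the threshold was applied to. The sgRNAs of each of 19313 genes and microRNAs with at least 2 tested sgRNAs were then tested together with edgeR's fry, a rotation test of whether the sgRNAs of a gene move on balance in the same direction across libraries. Gene-level abundance is given as CPM summed over the sgRNAs of a gene. Where every erlotinib library had 0 counts, a fold is given as a lower bound against a floor of 3 counts per library, and the fitted log2 fold change depends on the prior count and is no bound.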

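The count table held sgRNAs for 18888 symbols of protein-coding genes and for 1776 microRNAs. Its sgRNAs came to 86.9% of the library size that the paper gives. For protein-coding genes, 6 sgRNAs were listed for 53.5% of the symbols, 5 for 31.8% and 4 for 9.92%.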

Cas9-expressing MDA-MB-231 cells, which exhibit high EGFR expression, were transduced with human GeCKO v2 CRISPR lentiviral library (contains 123,411 unique sgRNAs, targeting 19,052 protein-coding genes, 1864 microRNAs, and 1000 control sgRNAs) at an MOI of 0.3 (Fig. 1A). 

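After puromycin selection and the 7 further days in DMSO or erlotinib, 75440 of the 107237 listed sgRNAs (70.3%, 95% Wilson confidence interval 70.1 to 70.6) had at least 1 count in at least 1 of the 6 libraries, and 5, among them those of IQCB1, CCL26, TRIM49 and PHYH, had a count in every library. DMSO replicates 1 to 3 held 42149, 36039 and 37216 sgRNAs, which is 39.3%, 33.6% and 34.7% of those listed. Of the 74187 sgRNAs found in any DMSO library, 55.5% were found in 1 library, 33.5% in 2 and 11.1% in all 3. The sgRNAs detected in a DMSO library had a mean of 101, 61.2 and 42.3 counts in replicates 1 to 3. No library from the end of puromycin selection was analysed here, so these values are from cells that had also gone through the treatment.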

Following puromycin selection, >90% sgRNA retention and ~400× library coverage was achieved (Fig. S1A), ensuring sufficient read depth and library coverage for the screen. Cells were treated with vehicle or erlotinib (10 µM; IC₂₅) for 7 days, and sgRNA abundance was quantified by next-generation sequencing. 

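The erlotinib libraries held far fewer sgRNAs than the DMSO libraries, 2106 ± 171 (SD, n = 3) against 38468 ± 3242 (SD, n = 3), which is 18.3-fold fewer. Each erlotinib library held fewer sgRNAs than each DMSO library (exact permutation test, two-sided p = 0.1, the smallest p that 3 libraries against 3 allow). Of the sgRNAs found in any DMSO library, 93.9% had 0 counts in every erlotinib library. The fall was seen in every class of sgRNA. Olfactory receptor sgRNAs, which target genes not expected to matter to a breast cancer cell, were detected at 38.1% ± 2.83 (SD, n = 3) in DMSO and 2.11% ± 0.260 (SD, n = 3) in erlotinib libraries, and non-targeting sgRNAs at 56.9% ± 4.40 (SD, n = 3) and 3.93% ± 0.504 (SD, n = 3). For sgRNAs of ribosome, proteasome, spliceosome and RNA polymerase II genes, which most cells need, these shares were 25.2% ± 1.81 (SD, n = 3) and 2.05% ± 0.514 (SD, n = 3).

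The reads of the erlotinib libraries were held by few sgRNAs. The 1000 most abundant sgRNAs had 97.7%, 97.1% and 95.6% of the counts in erlotinib replicates 1 to 3 and 8.63%, 10.2% and 11.7% in DMSO replicates 1 to 3. An sgRNA of TPSD1, which encodes a mast cell tryptase, was the most abundant, with 173991 counts (5.22%) in erlotinib replicate 3, 4 in erlotinib replicate 1 and 0 in erlotinib replicate 2. The leading sgRNA of erlotinib replicate 1 was that of CYSTM1 with 32613 counts. In erlotinib replicate 2 the leading sgRNA targeted HTR5A, a serotonin receptor, with 21901 counts. Of the 5775 sgRNAs found in any erlotinib library, 90.9% were found in 1 of the 3.

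**Figure D1:**
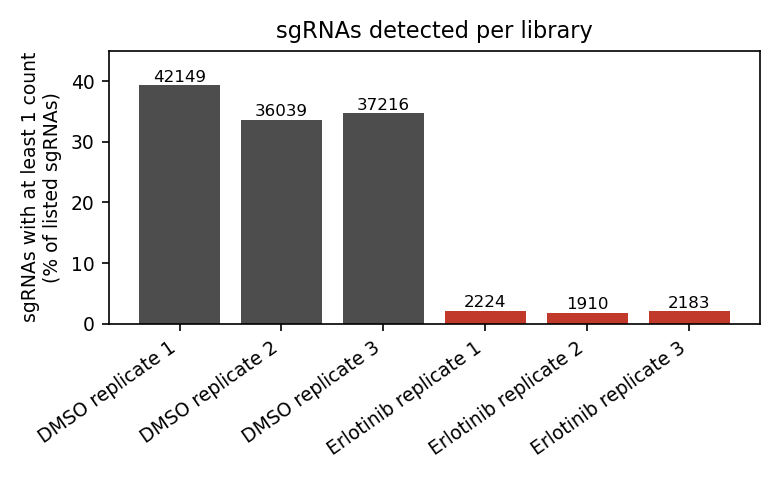
sgRNAs with at least 1 count in each DMSO and erlotinib library (bars), as a percentage of the sgRNAs listed in the count table, with their number above each bar. The DMSO libraries lie between 33.6% and 39.3% and the erlotinib libraries between 1.78% and 2.07%.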

We removed non-targeting sgRNAs and those with low expression to improve data quality and determined the library sizes in each treatment condition (Fig. S1B).

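The median count over all listed sgRNAs was 0 in each of the 6 libraries, so no count was lower than the median and the criterion in the paper's methods removed no sgRNA with a count. Without the non-targeting sgRNAs, the tested totals were 4188304, 2165351 and 1546919 counts in DMSO replicates 1 to 3 and 1954618, 1734283 and 3277748 in erlotinib replicates 1 to 3. Another reading, chosen after the counts were seen, keeps sgRNAs with a count above the library median in at least 2 libraries. It left 34561 sgRNAs, with 2801712, 1521175 and 1073131 counts in DMSO replicates 1 to 3 and 1570829, 1581847 and 2889094 in erlotinib replicates 1 to 3.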

**Fig. 1:**
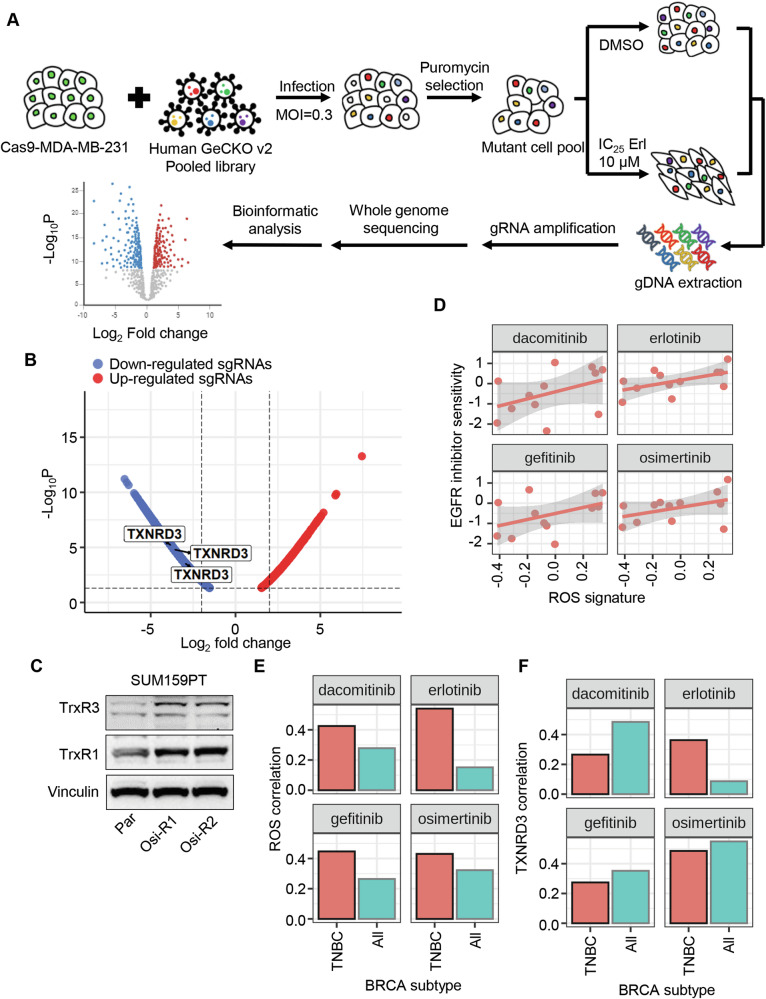
CRISPR library screening identified *TXNRD3* as a critical gene for erlotinib resistance in TNBC cells. **A** Schematic diagram illustrating the workflow of genome-wide CRISPR/Cas9 knockout library screening (CRISPR: Clustered Regularly Interspaced Short Palindromic Repeats) of Cas9-MDA-MB-231 cells treated with either DMSO or erlotinib (IC_25_, 10 µM). The Fig. was adapted [35] and modified using BioRender. **B** Volcano plot illustrating the differential guides significantly depleted (in blue) or enriched (in red) in erlotinib-treated MDA-MB-231 cells compared to DMSO-treated control MDA-MB-231 cells. The differential guides were plotted with statistical significance (-log_10_ *p*-value) on the y-axis against fold change (log_2_) on the x-axis. Each point represents a guide, with those above the significance threshold with a fold change greater than 2. TXNRD3 guides are highlighted. Source data are provided as a supplementary source file. **C** Protein levels of thioredoxin reductase 1 (TrxR1) and thioredoxin reductase 3 (TrxR3) were analyzed by Western blot analysis in parental and osimertinib-resistant or persister SUM159PT cells. Representative images of three independent Western blot analysis are shown. Vinculin was used as a loading control. **D** Linear regression (solid line) of EGFR Sensitivity values (circles) on ROS signature among the 12 TNBC cell lines in CCLE. The shaded region is 95% confidence interval of the linear regression. The regression slopes are consistently positive - Dacomitinib: 1.75, Erlotinib: 1.17, Gefitinib: 1.49, and Osimertinib: 1.12. **E** Pearson correlation coefficient between ROS signature and Sensitivity of EGFR inhibitors across TNBC only (red) or all breast cancer cell lines (blue). **F** Pearson correlation between EGFR sensitivity and TXNRD3 expression across TNBC (red) and all breast cancer cell lines (blue).

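Most sgRNAs lay on the depleted side, with 70858 of the 74555 tested sgRNAs at a log2 fold change below 0 and 3697 above 0. The median log2 fold change was −8.34. The sgRNAs with the smallest p among the depleted targeted SPRY1, an inhibitor of receptor tyrosine kinase signaling, SLCO6A1, an organic anion transporter, PRTG, MRPL44, a protein of the mitochondrial ribosome, and the microRNA hsa-mir-941-1. That of SPRY1 had 409, 27 and 29 counts in DMSO replicates 1 to 3 and 0 in the erlotinib libraries. On the enriched side, the sgRNAs of KCNJ6, a potassium channel, PPP1R42, ICAM1, a cell adhesion molecule, PPT2 and DSEL led. Each of these 5 had 0 counts in the DMSO libraries and counts in 1 erlotinib library, as for KCNJ6 with 560 in replicate 2 and ICAM1 with 1322 in replicate 3.

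The likelihood ratio test gave 27301 depleted and 626 enriched sgRNAs at an unadjusted p under 0.05, and 0 of either after adjustment. The adjusted result depended on the filter. With counts above the library median in at least 2 libraries, chosen after the counts were seen, 30260 depleted and 131 enriched sgRNAs passed after adjustment. In edgeR's quasi-likelihood test, 0 sgRNAs were depleted and 0 enriched at an adjusted p under 0.05 (smallest adjusted p = 0.0998), with 23282 and 521 at an unadjusted p under 0.05. DESeq2's Wald test gave 29531 depleted and 13 enriched sgRNAs after adjustment. Without DMSO replicate 2 or 3 the adjusted quasi-likelihood count was 12186 or 14276 depleted sgRNAs, the latter with 303 enriched, and the likelihood ratio count was 17249, 17631 or 15567 without erlotinib replicate 1, 2 or 3. With the replicate number as a block, which assumes that equal numbers pair the libraries, the likelihood ratio test gave 4149 depleted sgRNAs.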

We hypothesized that knockout of erlotinib-resistance driver genes would sensitize TNBC cells to erlotinib-induced cell death or growth inhibition. 

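Of 19313 genes and microRNAs, 8653 (44.8%) were depleted and 0 enriched in edgeR's fry test at an adjusted p under 0.05, and 11451 and 0 at an unadjusted p under 0.05. Of all genes tested, 14401 (74.6%) had 0 counts in every erlotinib library, among them 7482 of the depleted genes. By the likelihood ratio test, 15615 genes had at least 1 depleted sgRNA, 8194 at least 2 and 2827 at least 3.

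EGFR itself, the target of erlotinib, had 118 ± 46.7 CPM (SD, n = 3) in DMSO and 0 counts in all 3 erlotinib libraries, at least 87.2-fold lower (adjusted p = 0.0185, edgeR fry). Among 22 tested genes of the EGFR-RAS-ERK pathway, which carries growth signals from the receptor, 10 were depleted, 0 enriched and 12 not called (10 depleted when adjusted over the list alone). They included the adaptor SHC1 (at least 54.8-fold lower), at 0 counts in 3 of 3 erlotinib libraries. Of 13 genes of PI3K-AKT-MTOR signaling, 7 were depleted, 0 enriched and 6 not called (10 depleted when adjusted over the list alone), with the regulatory subunits PIK3R1 and PIK3R2 first. Of 28 negative regulators of growth factor signaling, which oppose these pathways, 11 were depleted, 0 enriched and 17 not called (10 depleted when adjusted over the list alone), with CIC and SPRED1 first. Of 22 bypass receptor kinases and YAP-TEAD genes, 6 were depleted, 0 enriched and 16 not called (4 depleted when adjusted over the list alone). In this list AXL was at least 46.6-fold lower (adjusted p = 0.0121, edgeR fry), MET had an adjusted p of 0.134 with 576 counts in erlotinib replicate 1 and 0 in the other 2, and ERBB3 had an adjusted p of 0.346 with counts in DMSO replicate 1 alone. Without erlotinib replicate 1, 2 or 3, each left out in turn, the calls of EGFR (adjusted p = 0.0922 to 0.0979), AXL (0.0786 to 0.0844), PIK3R1 (0.0766 to 0.0823) and PIK3R2 (0.0817 to 0.0875) were lost (edgeR fry).

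Of 22 gene lists fixed before the data were examined, 21 moved down in fry, which does not compare a list with other genes, and 0 differed from the other sgRNAs in camera, which does (smallest adjusted p = 0.461, and 0.989 with an estimated correlation, limma). The count of depleted genes was 1594, 1667 or 1609 without erlotinib replicate 1, 2 or 3, 836 with the replicate number as a block, 925 with edgeR's filterByExpr, 14162 with counts summed per gene, and 0 with DESeq2's size factors in edgeR (8645 at an unadjusted p under 0.05).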

Analysis of depleted sgRNAs revealed 1984 genes significantly reduced (*P* < 0.05) in erlotinib-treated cells relative to controls (Fig. 1B h& Additional file 1). Among these, 88% of genes were represented by ≥4 independent sgRNAs (Fig. S1C). 

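Of the 18888 listed protein-coding symbols, 59.4% (11214) had at least 4 sgRNAs with a count in any library. By the number of sgRNAs with a count, 22.3% of the symbols had 5, 30.1% had 4, 24.0% had 3, 11.5% had 2, 4.15% had 1 and 0.942% had 0. Of the 14611 protein-coding genes with at least 1 depleted sgRNA in the likelihood ratio test, 66.9% (9775) had at least 4 sgRNAs with a count. Counting every sgRNA listed, whether or not it had a count, 95.2% of the symbols had at least 4.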

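The 10 genes with the smallest gene-level p among genes with at least 3 tested sgRNAs were OR2T27, IPMK, BPIFA2, TIAL1, CTSF, GNAT2, OSBPL1A, MRPS10, DYM and APMAP. Each had 0 counts in 3 of 3 erlotinib libraries and an adjusted p of 6.44e-04 in edgeR's fry test. OR2T27, an olfactory receptor, had 94.0 ± 17.1 CPM (SD, n = 3) in DMSO, at least 69.3-fold lower in erlotinib. CTSF, a lysosomal cathepsin, had 157 ± 23.0 CPM (SD, n = 3) in DMSO and was at least 116-fold lower, and TIAL1, an RNA-binding protein, was at least 54.8-fold lower. IPMK, an inositol phosphate kinase, was at least 16.7-fold lower, and GNAT2, the transducin of cone photoreceptors, at least 49.1-fold lower. With DESeq2's size factors in edgeR, none of these 10 passed (adjusted p = 0.0709 for each, the highest over their alternatives), while the mean log2 fold change went from −9.09 to −9.97 for OR2T27 and from −10.12 to −10.98 for CTSF. Those factors rest on the 5 sgRNAs with a count in every library and, relative to the library totals, came to 0.0415 and 18.8 for erlotinib replicates 1 and 2.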

For validation, we prioritized the top 150 significantly depleted genes as high-confidence candidates mediating resistance to erlotinib. Many of these genes are transcription factors, zinc-finger proteins, small uncharacterized proteins, or mitochondrial/ribosomal components with no specific inhibitors and are not currently druggable.

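Zinc-finger proteins, most of them transcription factors, were 3 of the 150 genes with the smallest gene-level p (2.0%) and 546 of the other 19163 (2.85%). The odds ratio was 0.696 (Fisher's exact test, two-sided p = 0.803). Over all tested genes, 242 of 549 zinc-finger genes were depleted, 0 enriched and 307 not called (236 depleted when adjusted over the list alone). They included ZBTB25 and ZNF611, both at 0 counts in 3 of 3 erlotinib libraries.

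Proteins of the mitochondrial ribosome, which translate the mitochondrial genome, had 35 of 75 genes depleted, 0 enriched and 40 not called (35 depleted when adjusted over the list alone), with MRPS10 and MRPS26 first. Of 77 genes of the respiratory chain, which makes most mitochondrial ATP, 37 were depleted, 0 enriched and 40 not called (38 depleted when adjusted over the list alone), with ATP5SL and NDUFB5 first. Of 52 genes of the cytosolic ribosome, 11 were depleted, 0 enriched and 41 not called (11 depleted when adjusted over the list alone). Of these, RPS27L was at least 53.1-fold lower and RPL6 at least 14.0-fold lower, while RPS23 pointed up (adjusted p = 0.926, edgeR fry), with 272 counts in erlotinib replicate 2 and 0 in the other 2. Each of these 3 lists had 1 member among the 150 genes, with odds ratios of 1.73 for the mitochondrial ribosome, 1.69 for the respiratory chain and 2.51 for the cytosolic ribosome (Fisher's exact test, two-sided p = 0.443, 0.452 and 0.334). Among the 150 genes with the smallest likelihood ratio p of an sgRNA, 2 were of the mitochondrial ribosome (odds ratio 3.69, exact p = 0.108), 0 of the respiratory chain (odds ratio 0, exact p = 1) and 0 of the cytosolic ribosome (odds ratio 0, exact p = 1). Ranking genes by their smallest likelihood ratio p turned the zinc-finger odds ratio to 1.22 (exact p = 0.612), total-count scaling to 1.18 (exact p = 0.620) and leaving out erlotinib replicate 2 to 1.43 (exact p = 0.326).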

Among these 150 genes, 11 were found to have existing FDA-approved inhibitors targeting either the gene itself or its functional pathway. Several of these genes, such as ABCG2, STAT1, and PSEN1, have been previously implicated in mediating EGFR inhibitor resistance across diverse cancers. 

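ABCG2, a drug efflux pump, had 87.5 ± 20.4 CPM (SD, n = 3) in DMSO and 0 counts in 3 of 3 erlotinib libraries, at least 64.5-fold lower (adjusted p = 0.0422, edgeR fry). It was not among the 150 genes with the smallest gene-level p, with a rank of 7622, nor among those with the smallest likelihood ratio p of an sgRNA, with a rank of 531.

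Of 10 genes of drug efflux and erlotinib metabolism, 4 were depleted, 0 enriched and 6 not called (2 depleted when adjusted over the list alone). They included CYP1A1, an enzyme that metabolizes erlotinib, at least 86.7-fold lower. Of 17 JAK-STAT genes, 9 were depleted, 0 enriched and 8 not called (9 depleted when adjusted over the list alone), with the interferon receptor chains IFNAR2 and IFNGR1 first. Of 6 gamma-secretase genes, 3 were depleted, 0 enriched and 3 not called (5 depleted when adjusted over the list alone). Without erlotinib replicate 1, 2 or 3, each left out in turn, CYP1A1 (adjusted p = 0.110 to 0.118, edgeR fry) and IFNGR1 (adjusted p = 0.0598 to 0.0627, edgeR fry) were no longer called. The adjusted p of ABCG2 was then 0.146, 0.144 or 0.154, and with DESeq2's size factors or the replicate number as a block it was 0.111 or 0.113 (edgeR fry).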

Overexpression of ABCG2, a multidrug efflux transporter, confers resistance to EGFR inhibitors by reducing their intracellular accumulation, thereby diminishing their cytotoxic efficacy [13, 14]. STAT1, a downstream effector of JAK signaling, has been linked with EGFR inhibitor resistance in KRAS mutant colon cancer cells [15]. PSEN1, a core component of the γ-secretase complex, drives EGFR inhibitor resistance by regulating EGFR expression and activation in colorectal cancer [16].

In contrast, a subset of genes, including TXNRD3, CHKA, and IGFBP6, possess FDA-approved pharmacological inhibitors but have not previously been linked to EGFR inhibitor resistance, suggesting novel therapeutic vulnerabilities. 

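CHKA, a choline kinase of phosphatidylcholine synthesis, had 19.5 ± 20.1 CPM (SD, n = 3) in DMSO, with 171, 0 and 29 counts in replicates 1 to 3, and 0 counts in the erlotinib libraries, at least 14.4-fold lower. It did not pass the test (adjusted p = 0.149, edgeR fry). IGFBP6, a binding protein of insulin-like growth factors, had 36.3 ± 30.9 CPM (SD, n = 3) in DMSO and 111 ± 192 (SD, n = 3) in erlotinib, where all 1107 counts lay in replicate 3, while the mean log2 fold change over its sgRNAs was −4.89 and the test pointed down (adjusted p = 0.155, edgeR fry). The ranks by gene-level p were 1042 for TXNRD3, 15066 for CHKA and 15400 for IGFBP6, and by the smallest likelihood ratio p of an sgRNA they were 9437, 17146 and 12667.

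Of the 2 choline kinases, CHKA and CHKB, 0 were depleted and 0 enriched in fry at an adjusted p under 0.05 (0 when adjusted over the list alone, and 0 at an unadjusted p under 0.05). Of 6 IGF-binding proteins, 3 were depleted, 0 enriched and 3 not called (4 depleted when adjusted over the list alone). The depleted members were IGFBP2, IGFBP3 and IGFBP5, with IGFBP3 at least 82.0-fold lower, and all 3 calls were lost without erlotinib replicate 1, 2 or 3, each left out in turn (adjusted p = 0.142 to 0.153, 0.0681 to 0.0723 and 0.0624 to 0.0665, edgeR fry). That of IGFBP2 was also lost without DMSO replicate 2 (adjusted p = 0.0774, edgeR fry). CHKA passed without DMSO replicate 2 (adjusted p = 0.0206, edgeR fry), and without DMSO replicate 3 CHKB (mean log2 fold change −6.57, adjusted p = 0.00888, edgeR fry) and IGFBP6 (mean log2 fold change −5.91, adjusted p = 0.0252, edgeR fry), all as depleted.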

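TXNRD3, a thioredoxin reductase, had 52.3 ± 23.9 CPM (SD, n = 3) in DMSO, with 172, 176 and 58 counts in replicates 1 to 3, and 0 counts in 3 of 3 erlotinib libraries, at least 38.5-fold lower. Of its 6 listed sgRNAs, 4 had a count in a DMSO library, 0 in an erlotinib library, and 2 had no count anywhere. The mean log2 fold change of the 4 tested sgRNAs was −8.65 (adjusted p = 0.00376, edgeR fry), and every DMSO library lay above every erlotinib library (exact permutation test, two-sided p = 0.1).

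The sgRNA CACTTTATTCACGAAAATAT had 0, 133 and 10 counts in DMSO replicates 1 to 3, a log2 fold change of −9.55 and an unadjusted p of 0.0133 (edgeR likelihood ratio test on counts). For TTCGTGAATAAAGTGCATGT, with 113, 43 and 0 counts, the log2 fold change was −9.18 and the unadjusted p was 0.0255 (same likelihood ratio test on counts). GTCTTGGAACTTGATCAAGT, with 59, 0 and 5 counts, and TTCATACCTTCGCACATGAA, with 0, 0 and 43 counts, did not pass (unadjusted p = 0.153 and 0.126, same likelihood ratio test on counts).

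Loss of every sgRNA was common. Of 5660 genes with 4 sgRNAs detected in DMSO libraries, 4418 (78.1%) had 0 counts for all 4 in every erlotinib library, and so had 74.4% of the genes with 5 such sgRNAs and 68.5% of those with 6. The depleted call of TXNRD3 was lost with DESeq2's size factors (mean log2 fold change −9.49, adjusted p = 0.0709, edgeR fry) and with the replicate number as a block (−5.81, adjusted p = 0.0944, edgeR fry), in a range of 3.00e-04 to 0.0944 over its alternatives. DESeq2's size factors rest on the 5 sgRNAs with a count in every library.

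**Figure D2:**
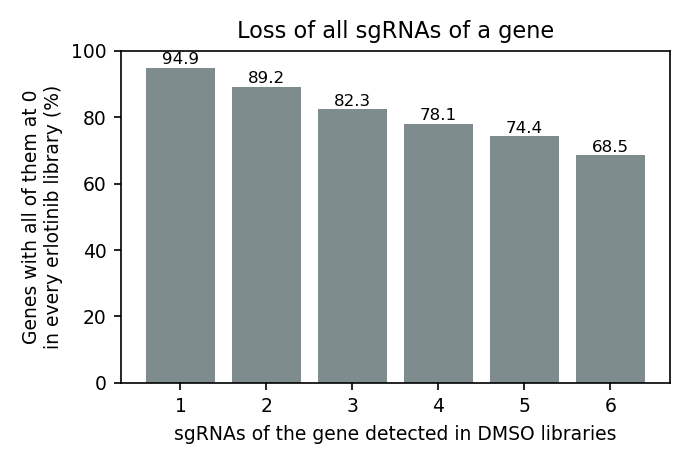
Percentage of genes whose DMSO-detected sgRNAs all had 0 counts in every erlotinib library, by the number of sgRNAs detected in DMSO libraries. The share falls from 94.9% for genes with 1 such sgRNA to 68.5% for genes with 6, and TXNRD3, with 4, is among the 78.1% of its group.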

Notably, TXNRD3 emerged as a high-confidence depleted gene upon erlotinib treatment, with all three independent sgRNAs targeting TXNRD3 consistently and significantly lost following drug exposure (Fig. 1B). *TXNRD3* is a member of the thioredoxin system. Three thioredoxin reductase isoforms are found in mammals, and are selenocysteine-containing flavoenzymes, which reduce thioredoxins and other cysteine-containing proteins, and play a key role in redox homeostasis [17]. *TXNRD3* localizes to mitochondria and, unlike the other two isoforms, contains an additional N-terminal glutaredoxin domain that enables *TXNRD3* to participate in both thioredoxin and glutathione antioxidant systems. 

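The count table listed 5 sgRNAs for TXNRD1, the cytosolic thioredoxin reductase, 6 for TXNRD2, a mitochondrial form, and 6 for TXNRD3. In DMSO libraries, 5 of those for TXNRD1, 6 of those for TXNRD2 and 4 of those for TXNRD3 had a count, and 3 of each gene had a count in at least 2 DMSO libraries. In the erlotinib libraries, 0 sgRNAs of any of the 3 genes had a count.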

The GeCKO v2 library includes sgRNAs targeting all three thioredoxin reductase paralogs (TXNRD1, TXNRD2, and TXNRD3), enabling assessment of potential functional redundancy within this enzyme family. 

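TXNRD1 had 71.5 ± 49.6 CPM (SD, n = 3) in DMSO, with 525, 148 and 38 counts in replicates 1 to 3, and 0 counts in 3 of 3 erlotinib libraries, at least 52.6-fold lower. The mean log2 fold change of its 5 sgRNAs was −8.87, and 3 of them were depleted at an unadjusted p under 0.05 in the likelihood ratio test. The gene was depleted in the gene-level test (adjusted p = 0.0434, edgeR fry) and ranked 7790 of 19313. The call was lost without erlotinib replicate 1, 2 or 3 (adjusted p = 0.145, 0.143 and 0.153, edgeR fry), with DESeq2's size factors (adjusted p = 0.134, edgeR fry) and with the replicate number as a block (adjusted p = 0.121, edgeR fry), in a range of 3.00e-04 to 0.153 over its alternatives.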

Notably, TXNRD1 showed a much weaker signal in the screen, ranking 10,377th with a smaller effect size (logFC = −7.3, *p* = 0.029), and therefore did not meet our predefined criteria for high-confidence hits. TXNRD2 did not show significant depletion or enrichment under erlotinib treatment conditions. These data suggested a degree of specificity for TXNRD3 within the thioredoxin reductase family in the context of EGFR inhibitor resistance.

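TXNRD2 had 74.5 ± 36.7 CPM (SD, n = 3) in DMSO, with 182, 253 and 104 counts in replicates 1 to 3, and 0 counts in 3 of 3 erlotinib libraries, at least 54.9-fold lower. The mean log2 fold change of its 6 sgRNAs was −8.65, and 3 of them were depleted at an unadjusted p under 0.05 in the likelihood ratio test. TXNRD2 was depleted in the gene-level test (adjusted p = 0.0256, edgeR fry) and ranked 4691. The call was lost without erlotinib replicate 1, 2 or 3 (adjusted p = 0.109, 0.107 and 0.115, edgeR fry), with DESeq2's size factors (adjusted p = 0.0719, edgeR fry) and with the replicate number as a block (adjusted p = 0.109, edgeR fry), in a range of 0.00645 to 0.115 over its alternatives.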

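All 3 thioredoxin reductases were depleted (3 of 3 when adjusted over the list alone). With 0 counts for all 3 genes in erlotinib, a direct comparison restates their difference in DMSO and cannot show whether they respond differently. In it, the change in the mean log2 CPM of the sgRNAs differed by 0.03 between TXNRD3 and TXNRD1 (exact permutation test, two-sided p = 1) and by −0.19 between TXNRD3 and TXNRD2 (exact permutation test, two-sided p = 0.7), less than the spread between DMSO libraries. The first difference turned to −0.03 with TMM scaling (exact permutation p = 1) and to −0.59 without DMSO replicate 1 (exact permutation p = 0.1). The second turned to 0.15 and 0.45 without DMSO replicate 1 and 3 (exact permutation p = 0.7 for each), and to 0.24 with the filter chosen after the counts were seen (exact permutation p = 0.7).

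Relative to the median of all tested sgRNAs, the mean log2 fold change was −0.53 for TXNRD1, −0.30 for TXNRD2 and −0.31 for TXNRD3. With 0 counts in erlotinib, these values too depend on the DMSO counts, the scaling and the prior count. Without DMSO replicate 1 the value relative to the median was above 0 for TXNRD1 (0.48) and TXNRD3 (0.32), and without DMSO replicate 2 for TXNRD2 (0.30) and TXNRD3 (0.47).

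Of 27 genes of the thioredoxin and peroxiredoxin system, 11 were depleted, 0 enriched and 16 not called (11 depleted when adjusted over the list alone), with TXNDC12 at least 47.4-fold lower. In the glutathione system, 13 of 33 genes were depleted, 0 enriched and 20 not called (11 depleted when adjusted over the list alone), with GSR, the glutathione reductase, at least 15.2-fold lower. Of 29 genes of the NRF2 pathway and reactive oxygen species, 17 were depleted, 0 enriched and 12 not called (19 depleted when adjusted over the list alone), with the NADPH oxidases NOX3 and DUOX1 first. From the loss of the TXNRD3 sgRNAs and the weaker or absent signal it states for TXNRD1 and TXNRD2, the paper proposes a degree of specificity for TXNRD3 among thioredoxin reductases in resistance to EGFR inhibitors. Outside the screen, the paper also tests this by knockdown of TXNRD3 or TXNRD1 and with a TXNRD1 inhibitor. The counts do not address those tests.

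**Figure D3:**
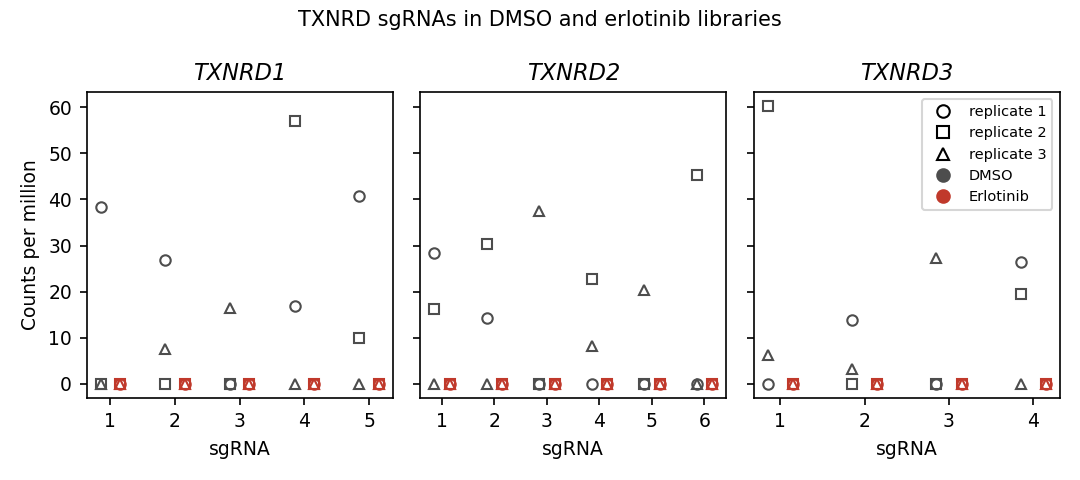
CPM of each sgRNA of TXNRD1, TXNRD2 and TXNRD3 that had a count, numbered in alphabetical order of sequence, in the DMSO (grey) and erlotinib (red) libraries, with a symbol for each replicate. Every erlotinib value is 0, and no sgRNA had a count in all 3 DMSO libraries.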

Importantly, auranofin, an FDA-approved gold-containing compound originally used for rheumatoid arthritis, is a known inhibitor of thioredoxin reductases, including TXNRD3 [17]. Given the critical role of redox balance in cell survival under EGFR inhibition, these findings highlight TXNRD3 as a highly druggable and mechanistically relevant target whose inhibition could sensitize resistant TNBC cells to erlotinib. Thus, among the top resistance drivers identified, TXNRD3 stands out as a clinically actionable target with immediate translational potential for combination therapy with EGFR inhibitors.

### TXNRD3 expression is upregulated in EGFR inhibitor–resistant TNBC cells and correlates with poor patient outcomes

We next assessed *TXNRD3* protein levels in osimertinib-resistant TNBC cells. SUM159PT cells, a TNBC cell line with high EGFR expression, were treated with osimertinib (IC₉₀) for 14 days to enrich for drug-persistent cells. Immunoblotting revealed a significant upregulation of TXNRD3 protein in osimertinib-persistent versus parental (untreated) cells (Fig. 1C). Consistent with our observations, TXNRD3 has been shown to be upregulated in TNBC cell lines and tumor tissues and is associated with adverse prognosis in TNBC patients [18]. Moreover, higher TXNRD3 expression has been reported in sorafenib-resistant leukemia and hepatocellular carcinomas [17]. High TXNRD3 activity maintains thioredoxin 2 in a reduced state, which stabilizes several anti-apoptotic proteins, including Bcl-XL, Bcl-2, and MCL-1, thereby promoting drug resistance [17], further suggesting the role of *TXNRD3* in conferring drug resistance. Notably, although TXNRD3 is expressed at lower basal levels relative to TXNRD1, its selective induction in drug-persistent cells suggests that TXNRD3 expression is dynamically regulated in response to EGFR inhibitor pressure rather than being determined by absolute abundance. Hence, its selective depletion in the CRISPR screen and induction in drug-persistent cells suggest that context-dependent upregulation, rather than absolute baseline abundance, underlies its role in EGFR inhibitor resistance.

We next tested whether TXNRD3 expression or ROS gene signature [12] correlates with EGFR inhibitor sensitivity across breast cancer cell lines using the publicly available PRISM Drug Repurposing dataset. The resulting combined data included sensitivity to 4 EGFR inhibitors (dacomitinib, erlotinib, gefitinib, and osimertinib), the transcript per million counts for TXNRD3, and a gene signature value for ROS across 26 breast cancer cell lines from the CCLE, of which 12 are TNBC. Comparing ROS signature and sensitivity to EGFR inhibition across TNBC cell lines, we observed a consistently positive correlation (Fig. 1D, E) (*p*-value < 0.05 with Brown’s method aggregation across 4 EGFRi), whereby sensitive cell lines have a lower ROS signature than refractory lines. When expanding to all breast cancer cell lines, the correlation is lower but remains positive (Fig. 1E). Furthermore, we also observed a positive correlation with high TXNRD3 mRNA levels and EGFR inhibitor sensitivity; TNBC cells with TXNRD3 expression were resistant to EGFR inhibitors (Fig. 1F). Together, this provides evidence linking ROS and TXNRD3 to EGFR resistance in TNBC and suggests an early stratification strategy.

Furthermore, Kaplan–Meier (KM-Plotter) analysis of TNBC publicly available datasets [19] demonstrated that high *TXNRD3* expression was associated with significantly shorter relapse-free and overall survival (Fig. S2A). Additionally, *TXNRD3* levels (probe 221906_at) were elevated in chemotherapy non-responders relative to responders (Fig. S2B), with ROC analysis yielding an AUC of 0.60 (*p* = 0.012) [20]. These data indicate that *TXNRD3* upregulation correlates with treatment resistance and poor prognosis in TNBC patients.

### Genetic depletion of TXNRD3 sensitized TNBC cells to EGFR inhibitors

To test whether TXNRD3 directly mediates resistance, we silenced *TXNRD3* or *TXNRD1* (the cytosolic isoform) using siRNAs in SUM159PT and MDA-MB-231 cells (Fig. 2A, C). TXNRD1 has been shown to be upregulated in TNBC cells [21]. Knockdown efficiency of TXNRD1 and TXNRD3 was confirmed by RT-qPCR (Fig. 2A, C). These knocked-down cells were treated with erlotinib (0–10 µM) or osimertinib (0–2.5 µM) for 72 h, and viability was measured via MTS assays. TXNRD3 knockdown markedly enhanced sensitivity to both EGFR inhibitors in both TNBC lines, whereas TXNRD1 knockdown had no effect (Fig. 2B, D). These results establish TXNRD3 as a specific mediator of EGFR inhibitor resistance in TNBC cells.

**Fig. 2:**
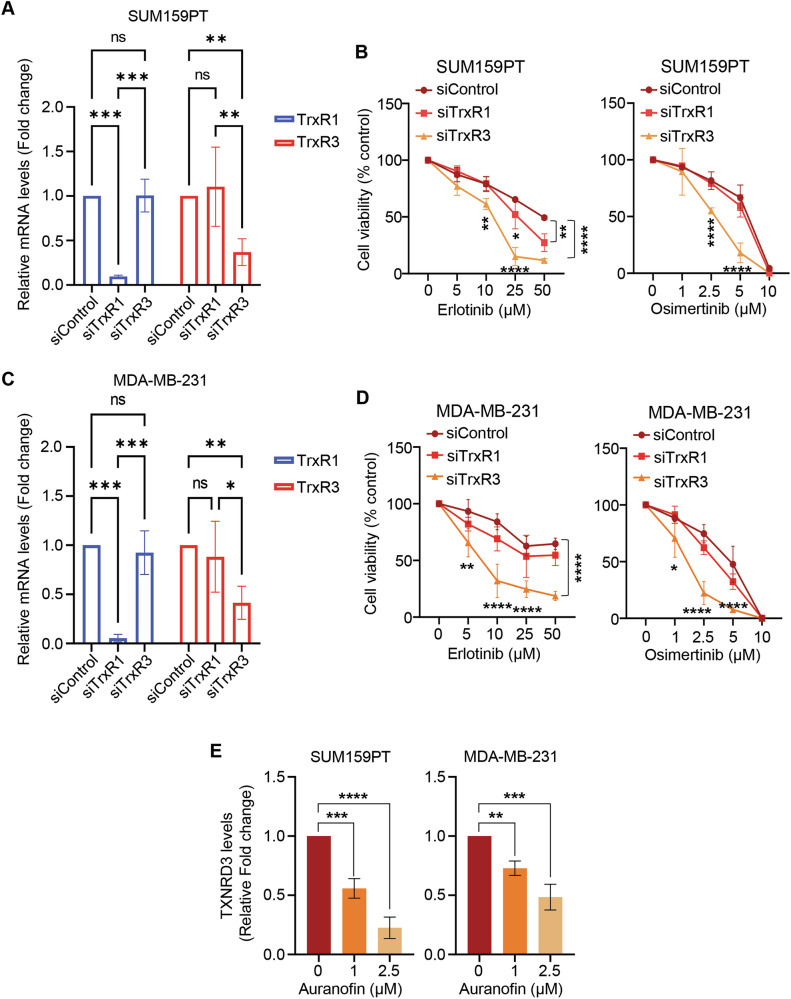
Genetic depletion of TXNRD3 sensitized TNBC cells to EGFR inhibitors. **A** SUM159PT cells were transfected either with scramble or control siRNA, TrxR1-specific siRNA, or TrxR3-specific siRNA for 48 h. TrxR1 and TrxR3 mRNA levels were analyzed by RT-qPCR analysis. One-way ANOVA followed by Tukey’s post-test, *n* = 3 independent biological replicates (mean ± SEM). **B** SUM159PT cells were transfected with either scramble or control siRNAs, TrxR1-specific siRNAs, or TrxR3-specific siRNAs for 24 h and subsequently treated with erlotinib (0-50 µM) or osimertinib (0-10 µM) for 72 h. Cell viability was analyzed by MT cell viability assays. One-way ANOVA followed by Tukey’s post-test, *n* = 3 independent biological replicates (mean ± SEM). **C** MDA-MB-231 cells were transfected either with scramble or control siRNA, TrxR1-specific siRNA, or TrxR3-specific siRNA for 48 h. TrxR1 and TrxR3 mRNA levels were analyzed by RT-qPCR analysis. One-way ANOVA followed by Tukey’s post-test, *n* = 3 independent biological replicates (mean ± SEM). **D** MDA-MB-231 cells were transfected with either scramble (control) siRNAs, TrxR1-specific siRNAs, or TrxR3-specific siRNAs for 24 h and subsequently treated with erlotinib (0-50 µM) or osimertinib (0-10 µM) for 72 h. Cell viability was analyzed by MT cell viability assays. One-way ANOVA followed by Tukey’s post-test, *n* = 3 independent biological replicates (mean ± SEM). **E** SUM159PT and MDA-MB-231 cells were treated with auranofin (0-2.5 µM) for 24 h. Intracellular levels of TXNRD3 were analyzed by ELISA assays. One-way ANOVA followed by Tukey’s post-test, *n* = 3 independent biological replicates (mean ± SEM).

### Pharmacological inhibition of TXNRD3 using Auranofin sensitized TNBC cells to EGFR inhibitors in vitro

Since genetic depletion of TXNRD3 sensitized TNBC cells to EGFR inhibitors, we next examined whether pharmacological inhibition of TXNRD3 using an FDA-approved thioredoxin reductase inhibitor, auranofin, could recapitulate this effect. Notably, auranofin has been shown to sensitize hepatocellular carcinoma cells to sorafenib, a pan-receptor tyrosine kinase inhibitor (PDGFR, VEGFR, c-Kit, and Ret), through TXNRD3 inhibition [17]. Auranofin treatment (0–2.5 µM, 24 h) reduced intracellular TXNRD3 levels in a dose-dependent manner (Fig. 2E). Next, we treated four EGFR-high TNBC cell lines, SUM159PT, MDA-MB-231, HCC1806, and HCC1143 (Fig. S1D), with a sub-lethal concentration of auranofin (1 µM) in combination with EGFR inhibitors (erlotinib and osimertinib) and analyzed cell viability using MT assays. In line with previous studies, both erlotinib and osimertinib as single agents had a minimal effect on TNBC cell growth (Figs. 3A–D and S3A–D). However, combination treatment with auranofin (1 µM) and erlotinib or osimertinib significantly reduced cell viability across four EGFR-high TNBC lines (SUM159PT, MDA-MB-231, HCC1806, and HCC1143) (Figs. 3A–D and S3A–D). Furthermore, we examined whether auranofin exerts synergistic anti-cancer activity with EGFR inhibitors using the BLISS synergy score, where a score >10 indicates synergy, a score < -10 indicates antagonism, and a score between –10 and 10 indicates an additive effect. BLISS synergy analysis indicated robust synergism (BLISS score >10) between auranofin and both EGFR inhibitors in all four TNBC cell lines tested (Figs. 3A–D and S3A–D). Importantly, this combination did not affect EGFR-low breast cancer lines (MCF7, BT-474, SKBR3; Figs. S1D and S4) and failed to sensitize EGFR knockout MDA-MB-231 or EGFR-silenced SUM159PT cells (Fig. 4B–E), confirming EGFR dependency.

**Fig. 3:**
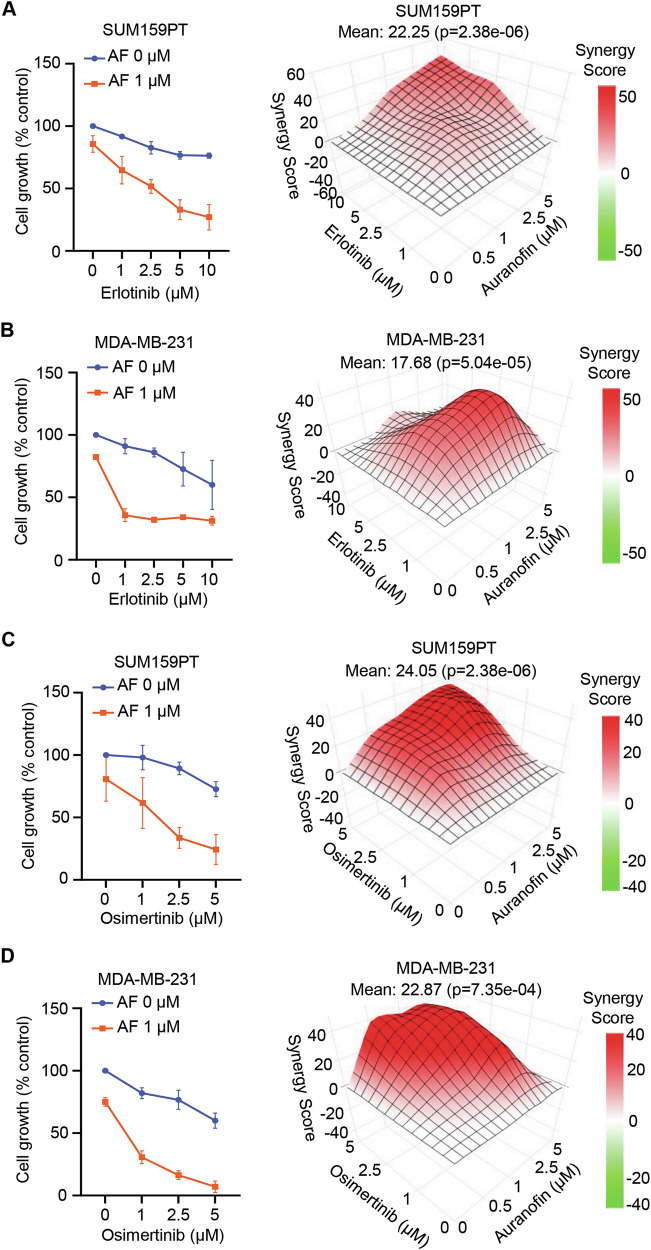
Pharmacological inhibition of TXNRD3 using auranofin sensitized TNBC cells to EGFR inhibitors in vitro. SUM159PT (**A**) and MDA-MB-231 (**B**) cells were treated with auranofin (AF) (0-5 µM) and erlotinib (0-50 µM), both alone and in combination, for 72 h, and cell viability was analyzed by MT cell viability assays. For cell growth curves (left panel), results with only 1 µM AF are shown. Synergy score was calculated using Synergy Finder. One-way ANOVA followed by Tukey’s post-test, *n* = 3 independent biological replicates (mean ± SEM). SUM159PT (**C**) and MDA-MB-231 (**D**) cells were treated with auranofin (0-5 µM) and osimertinib (0-10 µM), both alone and in combination, for 72 h, and cell viability was analyzed by MT cell viability assays. For cell growth curves (left panel), results with only 1 µM AF are shown. Synergy score was calculated using Synergy Finder. One-way ANOVA followed by Tukey’s post-test, *n* = 3 independent biological replicates (mean ± SEM).

**Fig. 4:**
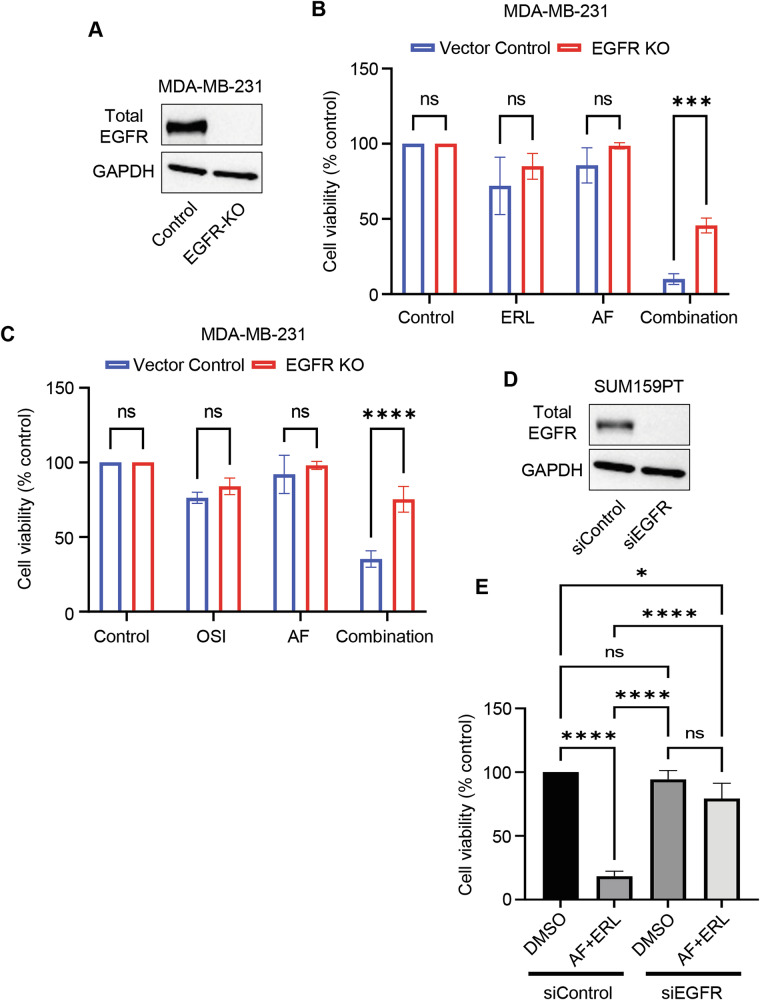
EGFR depletion rescues EGFR-high breast cancer cells from undergoing cell death upon auranofin-EGFR inhibitor combination treatment. **A** Western blot confirming EGFR depletion in CRISPR/Cas9 EGFR KO MDA-MB-231 cells compared to the CRISPR/Cas9 control MDA-MB-231 cells. Representative images of three independent experiments are shown (*n* = 3 independent biological replicates). **B** CRISPR/Cas9 control and EGFR KO MDA-MB-231 cells were treated with auranofin (2.5 µM), erlotinib (10 µM), either alone or in combination for 72 h. Cell viability was analyzed by MT Cell viability assays. One-way ANOVA followed by Tukey’s post-test, *n* = 3 independent biological replicates (mean ± SEM). **C** CRISPR/Cas9 control and EGFR KO MDA-MB-231 cells were treated with auranofin (2.5 µM), osimertinib (5 µM), either alone or in combination for 72 h. Cell viability was analyzed by MT Cell viability assays. One-way ANOVA followed by Tukey’s post-test, *n* = 3 independent biological replicates (mean ± SEM). **D** SUM159PT cells were transfected either with scramble siRNAs (siControl) or EGFR-specific siRNAs for 48 h. EGFR protein levels were analyzed by Western blot analysis. Representative images of three independent experiments are shown (*n* = 3 independent biological replicates). **E** SUM159PT cells transfected with either scramble siRNAs or EGFR-specific siRNAs were treated with auranofin (2.5 µM), erlotinib (10 µM), either alone or in combination for 72 h. Cell viability was analyzed by Crystal Violet cell viability assays. One-way ANOVA followed by Tukey’s post-test, *n* = 3 independent biological replicates (mean ± SEM).

Since auranofin inhibits both TXNRD1 and TXNRD3 [17, 21], we tested the TXNRD1 -selective inhibitor TRi-1 [22, 23]. Although TRi-1 effectively inhibited TXNRD1 redox activity (Fig. S5A), it did not sensitize TNBC cells to erlotinib (Fig. S5B), indicating that auranofin-mediated sensitization is unlikely to occur through TXNRD1 inhibition. Furthermore, pharmacologic inhibition of the glutathione antioxidant system using BSO did not enhance erlotinib sensitivity (Fig. S5C), suggesting that bulk glutathione depletion alone is insufficient to recapitulate the effects of TXNRD3 inhibition. Together, these findings support a TXNRD3-specific mechanism in EGFR inhibitor resistance, likely involving redox regulation beyond global glutathione metabolism.

### Auranofin and EGFR inhibitor combination treatment induces ROS-dependent, GSDME-mediated pyroptosis in TNBC cells

To delineate the mechanism of cell death, TNBC cells were treated with auranofin and erlotinib either alone or in combination, in the presence of specific cell death inhibitors. Pretreatment with the pan-caspase inhibitor Q-VAD-FMK or the ferroptosis inhibitor ferrostatin-1 failed to rescue SUM159PT and MDA-MB-231 cells from auranofin–erlotinib combination-induced death (Fig. 5A). In contrast, the ROS scavenger N-acetylcysteine (NAC) [21, 24] significantly restored cell viability, suggesting that the cytotoxicity of the combination treatment is primarily mediated through oxidative stress (Fig. 5A).

**Fig. 5:**
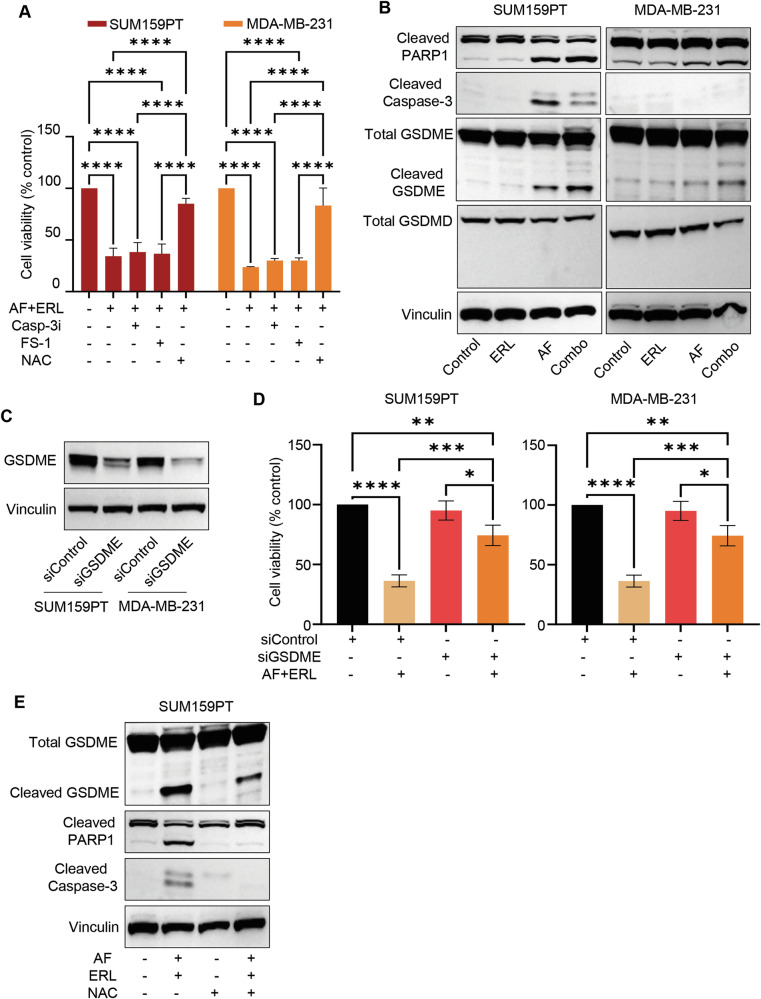
Auranofin and EGFR inhibitor combination treatment induces pyroptosis in TNBC cells. **A** SUM159PT and MDA-MB-231 cells were pre-treated with either pan-caspase inhibitor (Q-VAD-FMK, 20 µM), ferroptosis inhibitor (Ferrostatin, 50 µM), or ROS scavenger (NAC, 5 mM) for 3 h followed by the treatment with auranofin (1 µM) and erlotinib (ERL, 10 µM) for 48 h. Cell viability was analyzed by Crystal violet cell viability assays. One-way ANOVA followed by Tukey’s post-test, *n* = 3 independent biological replicates (mean ± SEM). **B** SUM159PT and MDA-MB-231 cells were treated with either auranofin (AF, 1 µM) and erlotinib (ERL, 10 µM) alone or in combination for 24 h. Expression of indicated proteins were analyzed by Western Blot analysis (*n* = 3 independent biological replicates). Vinculin was used as a loading control. Representative images of three independent experiments are shown. **C** SUM159PT and MDA-MB-231 cells were transfected with either scramble control or GSDME-specific siRNAs for 48 h. GSDME knockdown was confirmed by Western blot analysis. Vinculin was used as a loading control. Representative images of three independent experiments are shown (*n* = 3 independent biological replicates). **D** SUM159PT and MDA-MB-231 cells were transfected with either scramble control or GSDME-specific siRNAs for 24 h. Control and GSDME-depleted cells were treated with auranofin (AF, 1 µM) and erlotinib (ERL, 10 µM) combination for 48 h. Cell viability was analyzed by Crystal violet cell viability assays. One-way ANOVA followed by Tukey’s post-test, *n* = 3 independent biological replicates (mean ± SEM). **E** SUM159PT cells were pre-treated with ROA scavenger (NAC, 5 mM) for 3 h and subsequently treated with auranofin (AF, 1 µM) and erlotinib (ERL, 10 µM) for 24 h. Expression of indicated proteins was analyzed by Western blot analysis. Vinculin was used as a loading control. Representative images of three independent experiments are shown (*n* = 3 independent biological replicates).

Western blot analysis revealed that while erlotinib alone had no effect on gasdermin cleavage, auranofin monotherapy induced marked cleavage of gasdermin E (GSDME), but not gasdermin D (GSDMD). Notably, auranofin-erlotinib combination treatment led to more robust GSDME cleavage compared to auranofin treatment alone (Fig. 5B), suggesting synergistic cleavage of GSDME by combination treatment. GSDME cleavage is a recognized biochemical hallmark of pyroptosis in cancer cells and has been linked to the conversion of apoptotic signals into pyroptosis [25]. Notably, silencing GSDME expression significantly rescued SUM159PT and MDA-MB-231 cells from combination-treatment-induced cell death (Fig. 5C, D), confirming GSDME-dependent pyroptosis. Interestingly, NAC pretreatment prevented GSDME cleavage (Fig. 5E) and rescued cell death (Fig. 5A), whereas pan-caspase inhibitor Q-VAD-FMK failed to restore cell viability (Fig. 5A). indicating that oxidative stress acts upstream of GSDME activation. These findings indicate that oxidative stress lies upstream of GSDME activation and that auranofin–erlotinib induces a non-canonical, ROS-dependent GSDME cleavage independent of caspase activity. This observation is consistent with emerging evidence that reactive oxygen species can directly or indirectly activate pyroptotic pathways independent of the canonical caspase cascade [26]. Together, these results demonstrate that combined auranofin–EGFR inhibitor treatment elicits ROS-driven, caspase-independent GSDME-dependent pyroptosis in TNBC cells, revealing a previously unrecognized, redox-regulated mechanism of cell death that may be therapeutically exploited.

### TXNRD3 depletion or inhibition increases EGFR phosphorylation through a ROS-dependent mechanism in TNBC cells

The activating phosphorylation of EGFR at Y1068 has been associated with improved responses to EGFR inhibitors in lung cancer patients [27]. To evaluate EGFR activation status in TNBC, we examined EGFR expression and phosphorylation in a TNBC tissue microarray. Although a large proportion of TNBC tumors displayed strong total EGFR expression (localized to both the plasma membrane and cytoplasm), phosphorylated EGFR (p-EGFR, Y1068) was largely absent (Fig. S6). This lack of active EGFR may partly explain the poor response rates of TNBC patients to EGFR-targeted therapies despite high total EGFR expression.

Given the established role of redox signalling in EGFR activation, we investigated whether TXNRD3, a key redox-regulating enzyme, influences EGFR phosphorylation through modulation of intracellular oxidative balance. The EGFR kinase domain contains six cysteine residues, including Cys797 within the ATP-binding pocket. Oxidation of Cys797 has been reported to enhance EGFR kinase activity and autophosphorylation at Y1068 [28]. Since TXNRD3 maintains intracellular redox homeostasis by reducing oxidized thiols [17], we hypothesized that loss of TXNRD3 would increase ROS accumulation and promote EGFR oxidation and activation.

Consistent with this hypothesis, siRNA-mediated TXNRD3 knockdown significantly elevated intracellular ROS levels in SUM159PT and MDA-MB-231 cells, whereas TXNRD1 knockdown had minimal effect (Fig. 6A). TXNRD3 depletion markedly increased EGFR phosphorylation at Y1068 in both cell lines (Fig. 6B), accompanied by enhanced ERK1/2 phosphorylation (Fig. S7A), indicating downstream pathway activation. In contrast, TXNRD1 depletion produced only marginal changes in EGFR or ERK1/2 phosphorylation. Pretreatment of TXNRD3-depleted cells with the ROS scavenger N-acetylcysteine (NAC for 16 h substantially reduced EGFR phosphorylation (Y1068) (Fig. 6C), confirming that the effect of TXNRD3 loss on EGFR activation is mediated by oxidative stress.

**Fig. 6:**
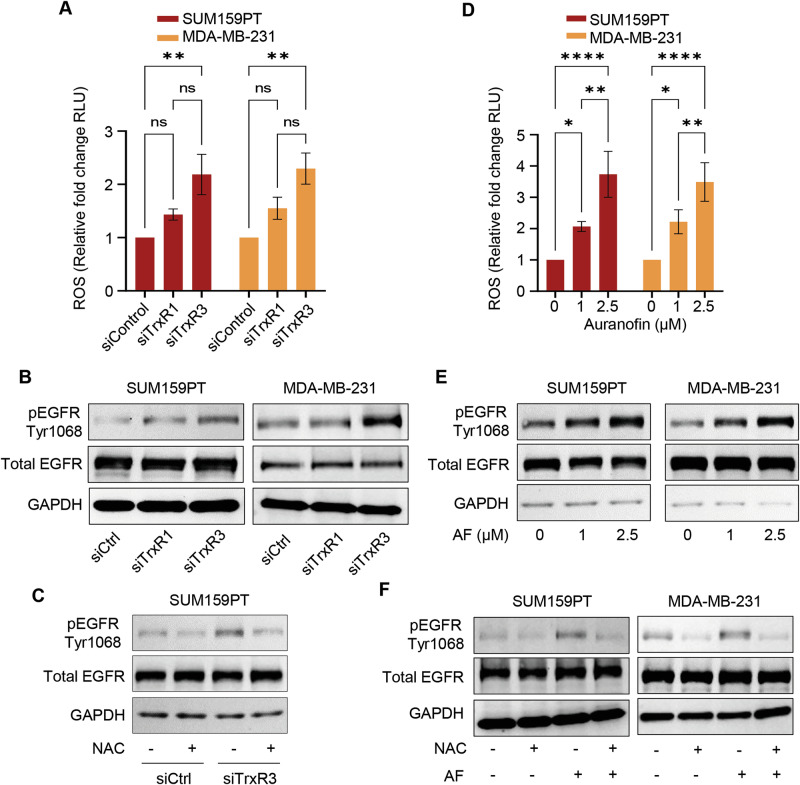
TXNRD3 depletion or inhibition increases EGFR phosphorylation in TNBC cells. **A** SUM159PT and MDA-MB-231 cells were transfected with either control siRNAs, TrxR1-specific siRNAs, or TrxR3-specific siRNAs for 48 h, and intracellular ROS levels were analyzed. One-way ANOVA followed by Tukey’s post-test, *n* = 3 independent biological replicates (mean ± SEM). **B** SUM159PT and MDA-MB-231 cells were transfected with TrxR1- or TrxR3-specific siRNAs as described above. Protein levels of phospho-EGFR (Y1068) and total EGFR were analyzed by Western blot analysis. Representative images of three independent experiments are shown (*n* = 3 independent biological replicates). GAPDH was used as a loading control. **C** SUM159PT and MDA-MB-231 cells were transfected with either TrxR1- or TrxR3-specific siRNAs for 16 h. Cells were then treated with 10 mM N-acetyl cysteine (NAC) for 36 h. Protein levels of phospho-EGFR (Y1068) and total EGFR were analyzed by Western blot analysis (*n* = 3 independent biological replicates). **D** SUM159PT and MDA-MB-231 cells were treated with auranofin (0–2.5 µM) for 24 h, and intracellular ROS levels were analyzed. One-way ANOVA followed by Tukey’s post-test, *n* = 3 (mean ± SEM). **E** SUM159PT and MDA-MB-231 cells were treated with auranofin (0–2.5 µM) for 24 h. Protein levels of phospho-EGFR (Y1068) and total EGFR were analyzed by Western blot analysis (*n* = 3 independent biological replicates). **F** SUM159PT and MDA-MB-231 cells were treated with 10 mM NAC for 3 h, followed by the treatment with auranofin (0–2.5 µM) for 24 h. Protein levels of phospho-EGFR (Y1068) and total EGFR were analyzed by Western blot analysis (*n* = 3 independent biological replicates).

We next assessed whether pharmacological inhibition of TXNRD3 using auranofin recapitulates these findings. Auranofin treatment induced a concentration-dependent increase in intracellular ROS levels in both SUM159PT and MDA-MB-231 cells (Fig. 6D) and significantly enhanced EGFR phosphorylation at Y1068 (Fig. 6E). This increase was abolished by NAC pretreatment (Fig. 6F), establishing ROS dependence. Auranofin also elevated phosphorylation of downstream effectors ERK1/2 and AKT (Fig. S7B), consistent with EGFR pathway activation.

Collectively, these results demonstrate that TXNRD3 depletion or pharmacological inhibition promotes ROS accumulation, leading to oxidative activation of EGFR and its downstream signalling in TNBC cells. This redox-mediated EGFR activation provides a mechanistic basis for the enhanced sensitivity of TXNRD3-deficient TNBC cells to EGFR inhibitors.

### Auranofin-erlotinib combination treatment exerts significant anti-cancer activity in vivo

We next evaluated the in vivo therapeutic efficacy of combined auranofin and erlotinib treatment using a human MDA-MB-231 xenograft model. Monotherapy with either auranofin (administered at half the maximum tolerated dose) or erlotinib did not significantly affect tumor growth compared with vehicle controls. In contrast, the combination of auranofin and erlotinib markedly suppressed MDA-MB-231 tumor growth in vivo (Fig. 7A), demonstrating a synergistic anti-tumor effect. The combination therapy was well-tolerated, with no significant differences in body weight between treatment and control groups (Fig. 7B).

**Fig. 7:**
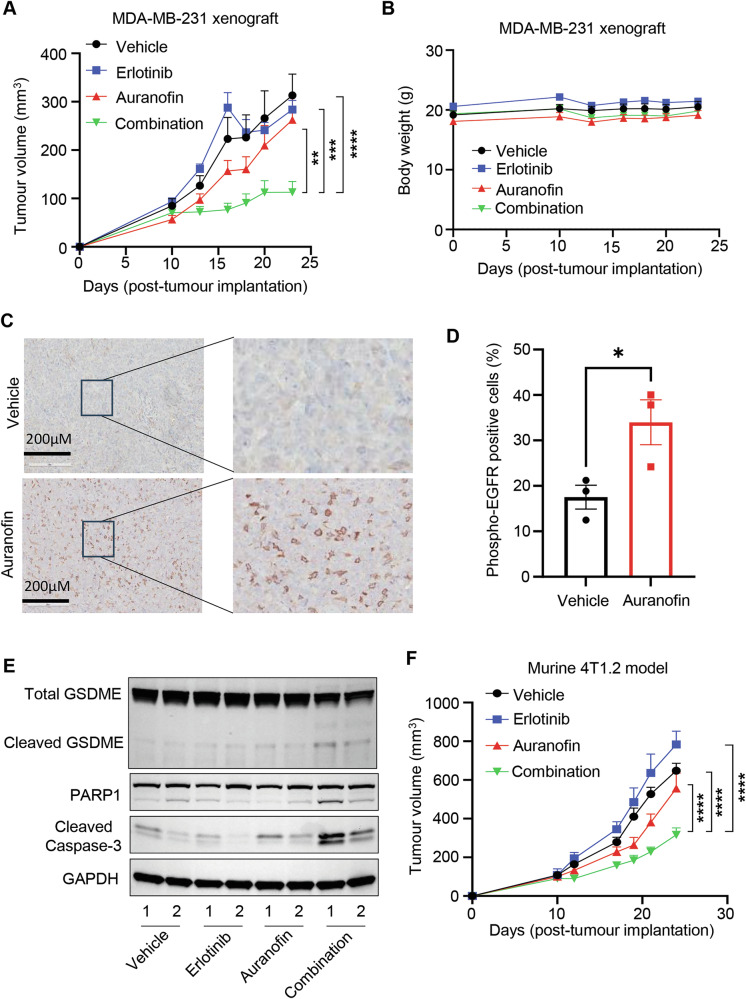
Auranofin-erlotinib combination treatment exerts significant anti-cancer activity in vivo. Tumor growth (**A**) and body weight (**B**) in Balb/c Nude mice orthotopically injected with MDA-MB-231 cells following treatment with vehicle, erlotinib (50 mg/kg, Monday-Friday, oral gavage), auranofin (5 mg/kg, Monday-Friday, ip), or combination for two weeks. Treatment started when the tumor reached 50-100 mm^3^. Data are presented as mean ± SEM (*n* = 6 mice/group); Two-way ANOVA followed by Tukey’s post-test was performed on tumor volumes, **p < 0.01, ***p < 0.001, ****p < 0.0001. Representative IHC images of phospho-EGFR (Y1068) staining of primary MDA-MB-231 tumors treated with vehicle or auranofin for 2 weeks (**C**). Quantification of phospho-EGFR-positive tumor cells in the primary MDA-MB-231 tumors. The percentage of phospho-EGFR-positive tumor cells is presented as mean ± SD (*n* = 3 tumors/group) (**D**). One-way ANOVA with Sidak’s multiple comparisons test, *p < 0.05, **p < 0.01. **E** Protein levels of cleaved GSDME, cleaved PARP1 and cleaved caspase-3 in MDA-MB-231 tumors treated with auranofin or erlotinib alone or in combination were analyzed by Western blot analysis. Two representative tumors were used for each treatment group. **F** Tumor growth in Balb/c mice orthotopically injected with murine 4T1.2 TNBC cells following treatment with vehicle, erlotinib (50 mg/kg, Monday-Friday, oral gavage), auranofin (5 mg/kg, Monday-Friday, ip), or combination for two weeks. Treatment started when the tumor reached 50–100 mm3. Data are presented as mean ± SEM (*n* = 6 mice/group); Two-way ANOVA followed by Tukey’s post-test was performed on tumor volumes, ****p < 0.0001.

To elucidate the mechanism underlying this enhanced efficacy, we examined EGFR activation in tumor tissues. Immunohistochemical analysis revealed that auranofin treatment significantly increased phosphorylation of EGFR at Y1068 (p-EGFR) in vivo (Fig. 7C). The proportion of phospho-EGFR-positive cells increased from 17.5 ± 3.2% in vehicle-treated tumors to 35.0 ± 4.1% following auranofin treatment, representing a mean difference of 16.5% ± 5.6% (Fig. 7D). These findings indicate that auranofin promotes EGFR activation in tumors, potentially enhancing their sensitivity to erlotinib.

We next assessed whether combination therapy induced pyroptosis in vivo. Consistent with in vitro results, Western blot analysis of tumor lysates showed that auranofin–erlotinib co-treatment markedly increased GSDME cleavage compared with either monotherapy or vehicle treatment (Fig. 7E). Concurrent increases in cleaved caspase-3 and PARP1 were also observed, supporting activation of pyroptotic and apoptotic signalling pathways in tumors.

To further confirm the therapeutic potential of this regimen, we tested the anti-cancer efficacy of auranofin-erlotinib combination therapy in a fully immunocompetent murine syngeneic model using 4T1.2 cells orthotopically implanted in the mammary fat pads of Balb/c mice. Similar to the xenograft model, monotherapy with either drug had minimal effect on tumor progression, whereas the combination treatment significantly reduced tumor growth (Fig. 7F).

Collectively, these data demonstrate that auranofin–erlotinib combination therapy exerts robust anti-tumor activity against TNBC in vivo, driven by auranofin-induced redox modulation, EGFR activation, and GSDME-mediated pyroptosis. These findings support this combination as a promising therapeutic strategy for EGFR inhibitor–refractory TNBC.

## Discussion

TNBCs are commonly characterized by EGFR overexpression [5, 6], which has led to several clinical trials evaluating the efficacy of EGFR-targeted therapies, including small-molecule EGFR inhibitors and anti-EGFR monoclonal antibodies. However, clinical outcomes have been disappointing, with minimal response rates and no significant survival benefit both as monotherapy and in combination with standard chemotherapy treatments. Phase II clinical trials of first-generation EGFR inhibitors, such as gefitinib and erlotinib monotherapy, demonstrated objective response rates of only 0–3% in patients with metastatic or recurrent breast cancer [10, 29]. Similarly, combining erlotinib with standard chemotherapy agents such as Bendamustine failed to show clinical efficacy in late-stage TNBC [30]. A second-generation EGFR inhibitor, afatinib, also failed to achieve measurable responses in metastatic TNBC patients [31].

Anti-EGFR monoclonal antibodies such as cetuximab have also yielded limited benefit [11, 32, 33]. Although cetuximab in combination with carboplatin showed slightly higher response rates (16%) compared to monotherapy (6%), the improvement was not statistically significant [11]. Other clinical trials combining cetuximab with cisplatin or ixabepilone also failed to demonstrate consistent benefit [32, 33]. Thus, despite EGFR overexpression, TNBCs remain largely refractory to EGFR-targeted therapy. Several mechanisms have been proposed for this intrinsic resistance, including compensatory activation of receptor tyrosine kinases such as MET, HER3, and AXL [34], though their therapeutic relevance remains to be fully validated. Understanding why EGFR-overexpressing TNBCs fail to respond to EGFR-targeted agents, therefore, remains a critical challenge.

To address this, we performed a genome-wide CRISPR/Cas9 knockout screen using the human GeCKO v2A [35, 36] library to identify genetic determinants of erlotinib resistance in TNBC. Our unbiased screen identified thioredoxin reductase 3 (TXNRD3), a mitochondrial redox enzyme, as a critical mediator of resistance to EGFR inhibitors in EGFR-high MDA-MB-231 cells. Functional validation confirmed that genetic depletion of TXNRD3, but not its cytosolic isoform TXNRD1, significantly sensitized TNBC cells to both first-generation (erlotinib) and third-generation (osimertinib) EGFR inhibitors. These findings align with previous studies implicating TXNRD3 in resistance to other kinase inhibitors, such as sorafenib, in leukemia cells [17].

Recent single-cell studies further underscore the importance of adaptive redox remodeling in driving EGFR inhibitor resistance in TNBC [37]. Notably, Pellecchia et al. employed single-cell lineage tracing to map adaptive resistance trajectories following EGFR inhibition and identified dynamic redox remodeling and IGFBP2-driven survival programs as key mediators of drug tolerance [37]. These findings are highly concordant with our genome-wide CRISPR/Cas9 screen, which independently identified a redox-dependent resistance mechanism mediated by TXNRD3 and flagged IGFBP family member IGFBP6 among resistance-associated candidates. Together, these complementary approaches, single-cell lineage tracing and functional genetic screening, converge on a model in which redox plasticity and growth factor–associated adaptive states enable TNBC cells to evade EGFR-targeted therapies.

The thioredoxin (Trx) and thioredoxin reductase (TXNRD) systems play central roles in maintaining intracellular redox homeostasis and are frequently upregulated in cancers, including TNBC [21, 24, 38], where they contribute to proliferation, survival, and drug resistance [39]. Amongst the three known isoforms of TXNRD, TXNRD1 is located in the cytosol, TXNRD2 in mitochondria [40], and TXNRD3 in both cytosol (66.6 kDa) and mitochondria (70.7 kDa) [17]. We previously reported that TXNRD1 inhibition using the FDA-approved gold compound auranofin suppresses TNBC growth in vitro and in vivo [21]. Notably, several studies have reported that TXNRD3 expression is significantly higher in TNBC tumor tissues compared to non-TNBC tumors and normal breast epithelia, suggesting a potential role for this enzyme in TNBC pathogenesis and therapy resistance [18]. In agreement with these reports, we found that TXNRD3, but not TXNRD1 expression, correlates with reduced EGFR inhibitor sensitivity in TNBC cells. Mechanistically, we observed a significantly higher accumulation of reactive oxygen species (ROS) upon depletion of TXNRD3 (the mitochondrial isoform) compared to TXNRD1. Furthermore, while TXNRD1 inhibition using the selective inhibitor TRi-1, [22, 23] effectively suppressed TXNRD1 redox activity, it did not enhance TNBC sensitivity to erlotinib or osimertinib, reinforcing the specific role of TXNRD3 in mediating resistance.

Auranofin, an FDA-approved thioredoxin reductase inhibitor that targets both TXNRD1 and TXNRD3 (19), effectively reduced TXNRD3 levels in TNBC cells. A sub-lethal dose of auranofin combined with either erlotinib or osimertinib produced synergistic anti-cancer effects in EGFR-high TNBC cell lines in vitro and significantly enhanced the anti-tumor efficacy of erlotinib in both MDA-MB-231 xenograft and immunocompetent 4T1.2 syngeneic TNBC models in vivo. These findings indicate that pharmacologic inhibition of TXNRD3 sensitizes TNBCs to EGFR inhibition, providing a clinically translatable therapeutic strategy.

Mechanistically, we sought to understand why TNBCs with high EGFR expression exhibit poor responses to EGFR inhibitors and how TXNRD3 inhibition alters this sensitivity. EGFR is traditionally localized at the plasma membrane, where it functions as a receptor tyrosine kinase driving mitogenic signaling [41]. However, recent evidence indicates that EGFR can also be localized in intracellular organelles, including the nucleus and cytosol [42, 43]. Increased intracellular EGFR has been linked to cetuximab resistance in both non–small-cell lung cancer [44, 45] and TNBCs [43], suggesting that mislocalization of EGFR may limit drug accessibility and contribute to therapeutic resistance.

Beyond localization, EGFR activity is modulated by redox-dependent mechanisms. Specifically, oxidation or sulfenylation of cysteine residues within the kinase domain in response to elevated intracellular ROS, particularly cysteine 797 [28], enhances receptor phosphorylation and activity. Consistent with these findings, we observed that both TXNRD3 depletion and auranofin treatment significantly increased intracellular ROS levels, leading to elevated phosphorylation of EGFR at Y1068 in SUM159PT and MDA-MB-231 cells. Importantly, pre-treatment of these cells with a ROS scavenger, N-acetylcysteine, attenuated this phosphorylation, confirming that TXNRD3 inhibition activates EGFR via a ROS-dependent mechanism. This redox-driven EGFR activation may restore the receptor’s “druggable” active conformation, enhancing its susceptibility to EGFR inhibitors.

Activated phosphorylated EGFR (Y1068) correlates with improved responses to erlotinib in non–small-cell lung cancer patients [27]. Therefore, redox modulation via TXNRD3 inhibition may represent a strategy to re-sensitize EGFR-overexpressing but inactive TNBCs to EGFR-targeted therapy.

In summary, our study identifies TXNRD3 as a previously unrecognized determinant of EGFR inhibitor resistance in TNBC. By linking redox homeostasis to EGFR activation status, we provide a mechanistic rationale for combining the redox-modulating agent auranofin with EGFR inhibitors to overcome intrinsic resistance in EGFR-high TNBCs. These findings highlight TXNRD3 as both a predictive biomarker and **a** therapeutic target, offering a promising direction for future clinical translation. Further studies are warranted to identify molecular markers of response and to stratify TNBC patients who are most likely to benefit from this combination strategy.

## Materials and methods

### Cell lines, reagents, and patient tissue samples

All breast cancer cell lines were obtained from the American Type Culture Collection (ATCC). The SUM159PT cell line was kindly provided by Prof Sunil Lakhani, UQCCR, Australia. The 4T1.2 cell line was kindly provided by Dr. Robin Anderson, Olivia Newton-John Cancer Research Institute, Australia. CRISPR/Cas9 EGFR knockout (KO) and CRISPR/Cas9 Vector control MDA-MB-231 cells were generated by Prof Chia-Hwa Lee (Taipei Medical University, Taiwan) [46]. All breast cancer cell lines were cultured in DMEM media supplemented with 10% fetal bovine serum (FBS) and 100 nM Sodium Selenite. All cell lines were tested for Mycoplasma infection and authenticated using short tandem repeat (STR) profiling by scientific services at QIMR Berghofer Medical Research Institute. Auranofin was purchased from Cayman Chemicals (Cat #: 15316). Erlotinib (Cat #: S7786) and osimertinib (Cat #: S7297) were purchased from Selleck Chemicals. TRi-1 was purchased from MedChem Express (Cat #: HY-125006. The list of antibodies used in this study is provided in Supplementary Table S1. The human TNBC patient tissue microarray was provided by the Mater Biobank.

### Genome-wide CRISPR/Cas9 knockout library screen

In this study, we used the Human GeCKOv2A & 2B CRISPR knockout pooled library to identify genes responsible for erlotinib resistance in TNBC cells. The library was a gift from Feng Zhang (Addgene # 1000000049) [47]. The workflow of this forward CRISPR-based genetic screen is illustrated in Fig. 1A. Firstly, we established a stable Cas9-expressing MDA-MB-231 cell line by lentiviral transduction of the Cas9 coding sequence. We then transduced Cas9-expressing MDA-MB-231 cells with GeCKO v2A and B library, which contains 123,411 unique sgRNA sequences targeting 19,052 human genes and 1864 miRNAs (6 sgRNAs per gene, 4 sgRNAs per miRNA, and 1000 non-targeting control sgRNAs) at an MOI of 0.3 to ensure each cell represents one sgRNA. The transduced cells were then selected with 1 µg/mL of puromycin for 7 days to generate a mutant cell line. The mutant cells were then treated with vehicle (DMSO) and erlotinib (10 µM) for 7 days, respectively. After 7 days of treatment, the residual cells were collected, and genomic DNA was isolated from each treatment group. The sgRNA sequences were amplified and subjected to parallel amplicon sequencing at Ramaciotti Centre for Genomics to identify sgRNAs lost in erlotinib-treated cells.

### CRISPR data analysis

#### Exploratory analysis of sgRNA counts

For the exploration analysis of sgRNA counts, we employed several visualization techniques using R packages. Pie charts were generated using the ‘scales‘ package (version 1.3.0) to provide an overview of the distribution of sgRNA counts. Volcano plots, depicting the fold change and statistical significance of differential expression, were created using the ‘Enhanced Volcano‘ package (version 1.20.0). Additionally, waterfall plots were generated using the ‘waterfalls‘ package (version 1.0.0) to visualize changes in sgRNA abundance across different conditions.

#### Differential abundance analysis

Differential abundance analysis was conducted using the ‘edgeR‘ Bioconductor package (version 4.0.12) [48, 49]. Initially, lowly expressed genes were filtered out based on the criteria of having a count lower than the median count per library for at least two samples. Subsequently, the counts were normalized using the upper-quartile method [50], implemented at the 0.99 quantile within the ‘normLibSizes‘ function.

Differential abundance of sgRNA counts between treatments was assessed using gene-wise likelihood ratio tests within the ‘edgeR‘ framework. To control for multiple testing, resulting *p*-values were adjusted using the false discovery rate (FDR) method of Benjamini and Hochberg [51].

### TXNRD3 ELISA assays

SUM159PT and MDA-MB-231 cells (5 × 10^5^ cell) were seeded in 60 mm dish overnight and treated with auranofin (0-2.5 µM) for 24 h. Then, cells were collected, and protein was extracted. TXNRD3 levels were analyzed in the protein lysates using Human Thioredoxin Reductase 3 (TXNRD3) ELISA Kit (abx384053, Abbexa, UK) as per the manufacturer’s instructions.

### Intracellular ROS assays

Breast cancer cell lines, SUM159PT and MDA-MB-231, were seeded overnight (5000 cells/well) in black-walled 96-well plates and were treated with or without auranofin for 24 h. The media containing the drug was then removed, cells were washed with 1X PBS and incubated with 5µM H2DCFDA for 30 min at 370 °C, and fluorescence was measured using a H4 Synergy H4 Multi Mode Plate Reader (Syn Biotek).

### In vivo animal models

Animal experiments were approved by the QIMR Berghofer Medical Research Institute Animal Ethics Committee (approval no. P3667). All experiments involving the use of animals were performed in accordance with the QIMR Berghofer Animal Experiment Regulations and experimental guidelines.

For the human MDA-MB-231 xenograft, 3 × 106 MDA-MB-231 cells were prepared in 50% growth factor-reduced Matrigel (BD, Biosciences, Bedford, USA)/PBS and injected into the right 4th inguinal mammary fat pad of 6-week-old female Balb/c Nude mice. For murine 4T1.2 syngeneic models, 1 × 10^5^ cells prepared in 1X PBS were injected into the right 4th inguinal mammary fat pad of 6-week-old female immunocompetent Balb/c mice. For all in vivo mouse models, once tumor size reached ~30–50 mm^3^, mice were randomized blindly into four treatment groups: (i) vehicle, (ii) erlotinib (50 mg/kg, Oral, Monday-Friday), (iii) Auranofin (half-MTD, 5 mg/kg, ip, Monday-Friday), and (iv) combination for 3 weeks. Tumor growth was measured thrice weekly using a digital caliper. To calculate the tumor volume, the following formula was used: tumor volume = [Lx W^2^]/2, where W = width of the tumor and L = length of the tumor. The maximal tumor size permitted by our ethics committee was 1000 mm^3^. For all animal experiments, the maximal tumor size was not exceeded by more than the approved size.

### Statistical analysis

For animal experiments, a pragmatic sample size of 5 or 6 mice per treatment group was chosen to allow adequate calculation of parameter estimates whilst being feasible [52]. No formal statistical power calculations were performed, but our sample sizes are similar to those reported in previous publications [53, 54]. No exclusion has been made in this study. All quantitative data are presented as mean ± standard error of the mean (SEM), unless otherwise stated. The number of biological replicates (n) is specified in the Fig. legends. We considered the biological replicates as independent experiments performed on different days using independently prepared cell cultures. For comparisons between two groups, statistical significance was assessed using Student’s *t* test. For comparisons involving more than two groups, one-way or two-way analysis of variance (ANOVA) was performed as appropriate, followed by Tukey’s or Sidak’s multiple-comparison post hoc test as indicated in each Fig. legend. The p-values indicated are *p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001. Data was analyzed using GraphPad Prism 9 (GraphPad Software, CA, USA).

## Supplementary information

Supplementary file

Supplementary file

## Data Availability

The datasets used and/or analyzed during the current study are available from the corresponding author on reasonable request. The materials used in this study are available from the corresponding author upon request. The whole genome sequencing data associated with the CRISPR library screening experiment has been submitted to GEO under the metadata file name “240910-GEO-ERL-CRISPR-RNAseq.xlsx” and with an accession code GSE279690.

# Supplementary material for: Redox regulation of EGFR activation by thioredoxin reductase 3 drives resistance to EGFR inhibitors in triple-negative breast cancer
**Source:** Cell Death Discov. 2026 May 19;12:295. doi: 10.1038/s41420-026-03157-0
**Supplement:** Supplementary file 1 — Supplementary file

**SUPPLEMENTARY METHODS:**

**Cell viability assays:**

EGFR-high breast cancer cells (SUM159PT, MDA-MB-231, HCC1806, and HCC1143) were seeded at the density of 3000 cells/well onto a white-walled clear bottom 96-wells plate overnight. Cells were then treated with auranofin and EGFR inhibitors, erlotinib or osimertinib, alone or in combination for 3 days, and cell viability was analyzed using the Real-Time-Glo™ MT Cell Viability Assay (Promega) as per the manufacturer’s guidelines. Synergy scores between different drug combination was calculated using Synergy Finder (1). To analyze the effect of auranofin and erlotinib combination therapy on EGFR-low breast cancer cells, MCF7, BT-474, and SKBR3 cells were seeded at the density of 3000 cells/well onto a clear 96-wells plate. Cells were treated with auranofin and erlotinib, alone or in combination, for 3 days, and cell growth was analyzed by MTS assays (Promega).

**siRNA transfections:**

SUM159PT and MDA-MB-231 cells were transfected with 20 nM of non-specific scramble small interfering RNAs (siRNAs), human TrxR1-specific, human TrxR3-specific, human EGFR-specific siRNAs, or human siGSDME-specific siRNAs using Lipofectamine RNAi MAX (Invitrogen Cat #: 13778030) per manufacturer’s instructions. The sequences of siRNAs used in manuscript are provided in supplementary table S2.

**Thioredoxin reductase 1 activity assays:**

Breast cancer cells were treated with auranofin for 24 h, then lysed, and cellular TrxR1 redox activity was measured by the DTNB reduction assay as described previously (2).

**Reverse Transcription-qPCR:**

SUM159PT and MDA-MB-231 cells were transfected with either scramble siRNA (siControl), TrxR1-specific siRNA, or TrxR3-specific siRNA for 48 hours. TrxR1 and TrxR3 gene expression analysis using reverse-transcriptase quantitative PCR (RT-qPCR) was performed using the Viia7 real-time PCR system (Applied Biosystems, US).

**Western blot:**

Breast cancer cells were either transfected with specific siRNAs as described above, or treated with auranofin (0-2.5 µM, 24 hours). Proteins were extracted using a 7M Urea buffer. Immunoblotting was performed as described previously (3) with the antibodies listed in Table S1. The Super Signal chemiluminescent ECL-plus (Amersham) was applied for antibody detection.

**Bioinformatics analysis:**

To obtain sensitivity to EGFR inhibitors, we downloaded the primary screen log fold change data ([primary-screen-logfold-change.csv](https://ndownloader.figshare.com/files/20237703)) from the PRISM Repurposing dataset (<https://depmap.org/repurposing/>) across CCLE breast cancer cell lines (we focused on EGFR inhibitors: dacomitinib, erlotinib, gefitinib, and osimertinib).

The gene expression data across CCLE breast cancer cell lines was also obtained from the DepMap portal (4) (https://depmap.org/portal/data_page/?tab=currentRelease; OmicsExpressionTPMLogp1HumanProteinCodingGenes.csv).

To assess ROS, we used the gene sets described in (5) (suppl table 5, gene sets HALLMARK_REACTIVE_OXYGEN_SPECIES_PATHWAY). For each gene set, a signature was obtained per cell line using the GSVA (Gene Set Variation Analysis (6), approach as implemented in R Bioconductor package GSVA.

The resulting combined data includes sensitivity to 4 EGFR inhibitors (dacomitinib, erlotinib, gefitinib, and osimertinib), the transcript per million counts for TXNRD3, and a gene signature value for ROS across 26 breast cancer cell lines from the CCLE, of which 12 are TNBC lines.

The linear regression comparing the sensitivity of each EGFR inhibitor to the ROS signature values across TNBC was implemented using the R base function “lm”, namely “lm (logfc ~ ROS)”. This provided the estimate of the regression slope for each compound. When plotting the relationship the inbuild ggplot function “geom_smooth (method=’lm’)” was used.

To calculate the Pearson correlation between sensitivity of each EGFR inhibitor to the ROS signatures and expression values, the base R function “cor” was used with default parameters. These correlations were calculated for all breast cancer cell lines, as well as per subtype, namely TNBC. For the breast cancer subtype annotation, we used the secondary tissue annotation column provided by DepMap in its cell line annotation file.

To explore the transcriptional changes induced by EGFRi resistance, we used the data described in (7) and shared in the gene Expression Omnibus GEO (Project id GSE189257) as raw counts. The data contains the transcriptional output for 6 samples, 3 parental and 3 resistant samples. The expression raw counts were normalized using the function calcNormFactors from the R Bioconductor package edgeR. The log CPM expression values were obtained after further transformation with the function CPM with parameter log=TRUE and prior. Count = 1 also from edgeR. These log CPM values were used to calculate gene signature values for each sample using GSVA as above.

**REFERENCES:**

1. Zheng S, Wang W, Aldahdooh J, Malyutina A, Shadbahr T, Tanoli Z*, et al.* SynergyFinder Plus: Toward Better Interpretation and Annotation of Drug Combination Screening Datasets. Genomics Proteomics Bioinformatics **2022**;20:587-96

2. Raninga PV, Di Trapani G, Vuckovic S, Tonissen KF. TrxR1 inhibition overcomes both hypoxia-induced and acquired bortezomib resistance in multiple myeloma through NF-small ka, Cyrillicbeta inhibition. Cell Cycle **2016**;15:559-72

3. Raninga PV, Lee A, Sinha D, Dong LF, Datta KK, Lu X*, et al.* Marizomib suppresses triple-negative breast cancer via proteasome and oxidative phosphorylation inhibition. Theranostics **2020**;10:5259-75

4. Arafeh R, Shibue T, Dempster JM, Hahn WC, Vazquez F. The present and future of the Cancer Dependency Map. Nat Rev Cancer **2025**;25:59-73

5. Oren Y, Tsabar M, Cuoco MS, Amir-Zilberstein L, Cabanos HF, Hutter JC*, et al.* Cycling cancer persister cells arise from lineages with distinct programs. Nature **2021**;596:576-82

6. Hanzelmann S, Castelo R, Guinney J. GSVA: gene set variation analysis for microarray and RNA-seq data. BMC Bioinformatics **2013**;14:7

7. Rashid NS, Boyd DC, Olex AL, Grible JM, Duong AK, Alzubi MA*, et al.* Transcriptomic changes underlying EGFR inhibitor resistance in human and mouse models of basal-like breast cancer. Sci Rep **2022**;12:21248

**SUPPLEMENTARY MATERIALS:**

**Table S1: List of antibodies.**

| **Marker** | **Cat #** | **Titration** | **Vendor** |
| --- | --- | --- | --- |
| TrxR1 | MAB7428 | 1:1000 | R&D Systems |
| TrxR3 | abx239135 | 1:1000 | Abbexa |
| Phospho-EGFR (Y1068) | 2234 | 1:1000 | Cell Signaling |
| Total EGFR | 4267 | 1:1000 | Cell Signaling |
| Vinculin | 13901 | 1:1000 | Cell Signaling |
| Phospho-ERK1/2 | 4370 | 1:1000 | Cell Signaling |
| Total ERK1/2 | 4695 | 1:1000 | Cell Signaling |
| Phospho-AKT1 | 4060 | 1:1000 | Cell Signaling |
| Total AKT1 | 9272 | 1:1000 | Cell Signaling |
| PARP | 9542 | 1:1000 | Cell Signaling |
| Cleaved caspase-3 | 9661 | 1:500 | Cell Signaling |
| GAPDH | RDS2275PC100 | 1:1000 | R&D Systems |

**Table S2: List of siRNAs.**

| **Gene** | **siRNA Sequence (Sense)** | **siRNA Sequence (Anti-sense)** |
| --- | --- | --- |
| EGFR | GGAUAUUCUGAAAACCGUAAAGGAA | GACCUAUAAGACUUUUGGCAUUUCCUU |
| TXNRD1 | ACAAGUACAUCUGCGAUCAACUCTA | UAGAGUUGAUCGCAGAUGUACUUGUUU |
| TXNRD3 | UGAUAACCUUGAAGCUAUUCUCCCC | CCACUAUUGGAACUUCGAUAAGAGGGG |
| siGSDME | GCUUCAGUGAACAUACUAAUUCUAT | UACGAAGUCACUUGUAUGAUUAAGAUA |

**SUPPLEMENTARY FIGURES:**

**Figure S1:**

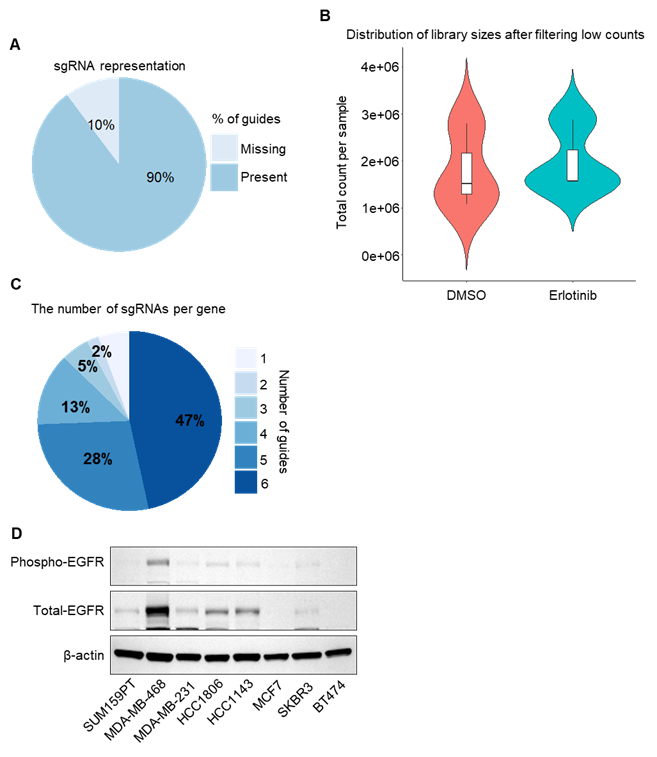

**Figure S1: Genome wide CRISPR screening using GeCKO v2 library in MDA-MB-231 cells.**

1. The pie chart showing the percentage of sgRNAs missing and present in MDA-MB-231 cells after transduction of the GeCKO v2 library and puromycin selection.
2. The pie chart representing the number of guides per gene. The chart also displays the percentage of genes targeted by a specific number of sgRNAs in our genome wide CRISPR screening using GeCKO v2 library.
3. The violin plot of the distribution of GeCKO v2 library. The figure illustrates the distribution of the sgRNA abundances in each library depicting total counts per condition in cells treated with DMSO and Erlotinib. These counts reflect the filtering of non-targeting sgRNAs and sgRNAs with low expression.
4. Expression of phosphorylated EGFR (Y1068) and total EGFR protein was analysed in a panel of breast cancer cell line using Western blot analysis. β-actin was used as a loading control.

**Figure S2:**

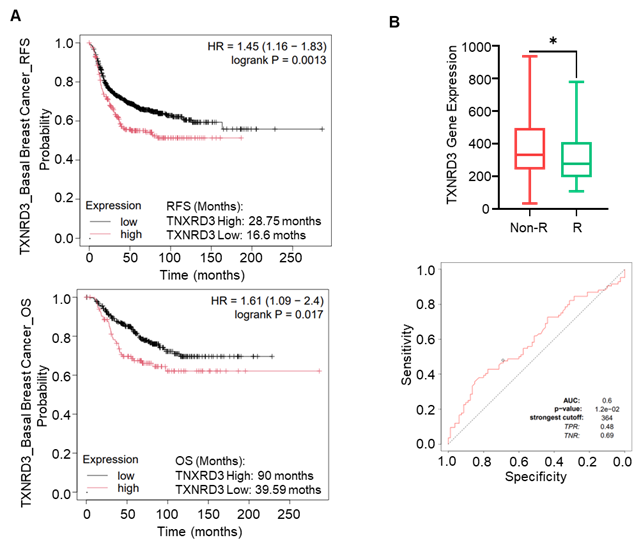

**Figure S2: Higher TXNRD3 expression correlates with poor prognosis and therapy response in TNBC patients.**

1. Effect of TXNRD3 gene expression on relapsed free survival (RFS) and overall survival (OS) of TNBC patients was analyzed by the Kaplan-Meier (KM) plotter.
2. Expression of TXNRD3 gene in chemotherapy responders and non-responders TNBC patients was analyzed using the ROC Plotter module of the KM plotter platform.
3. Area under the curve (AUC) was analyzed for the expression of TXNRD3 and its correlation with chemotherapy response in TNBC patients using the ROX Plotter module of the KM plotter platform.

**Figure S3:**

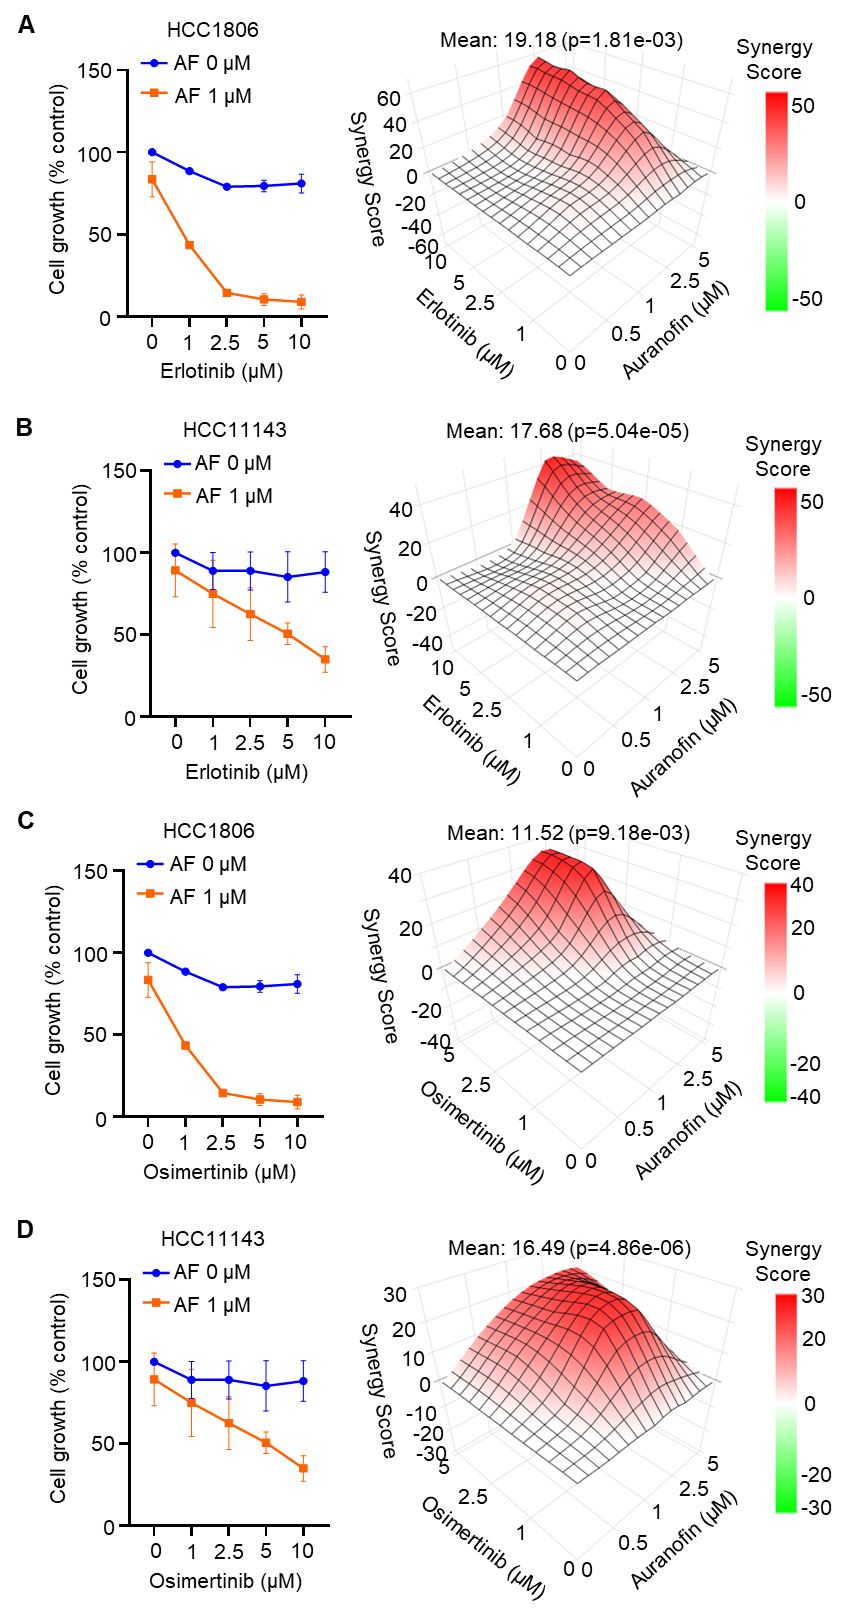

**Figure S3:** **Pharmacological inhibition of TXNRD3 using auranofin sensitized TNBC cells to EGFR inhibitors *in vitro*.**

**(A, B)** HCC1806 (A) and HCC1143 (B) cells were treated with auranofin (AF) (0-5 µM) and Erlotinib (0-10 µM), both alone and in combination, for 72 hours, and cell viability was analyzed by MT cell viability assays. For cell growth curves (left panel), results with only 1 µM AF are shown. Synergy score was calculated using Synergy Finder. One-way ANOVA followed by Tukey’s post-test, n = 3 (mean ± SEM).

**(C, D)** HCC1806 (C) and HCC1143 (D) cells were treated with auranofin (0-5 µM) and Osimertinib (0-10 µM), both alone and in combination, for 72 hours, and cell viability was analyzed by MT cell viability assays. For cell growth curves (left panel), results with only 1 µM AF are shown. Synergy score was calculated using Synergy Finder. One-way ANOVA followed by Tukey’s post-test, n = 3 (mean ± SEM).

**Figure S4:**

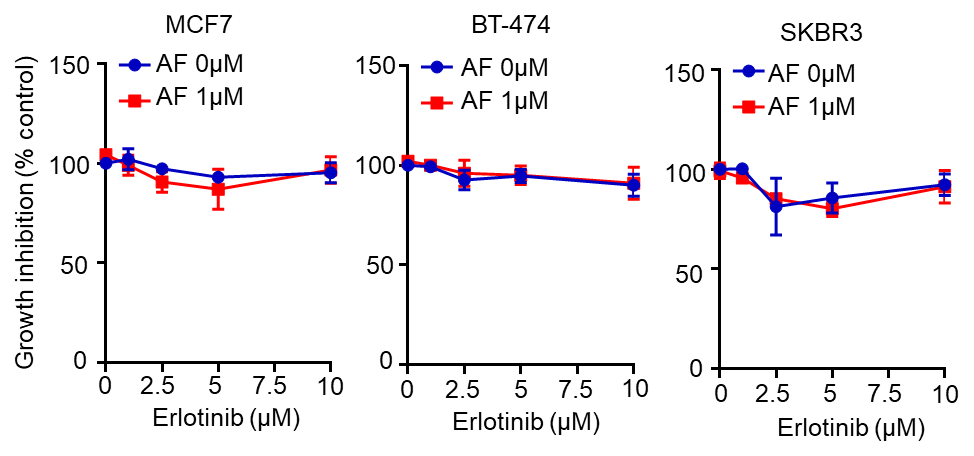

**Figure S4: Effect of auranofin on sensitizing EGFR-low breast cancer cells to erlotinib *in vitro*.**

EGFR-low non-TNBC cell lines including MCF7, BT-474, and SKBR3 were treated erlotinib (0-10 µM) alone or in combination with auranofin (AF) (1 µM) for 72 hours. Cell viability was analyzed by MT cell viability assay. One-way ANOVA followed by Tukey’s post-test, n = 3 (mean ± SEM).

**Figure S5:**

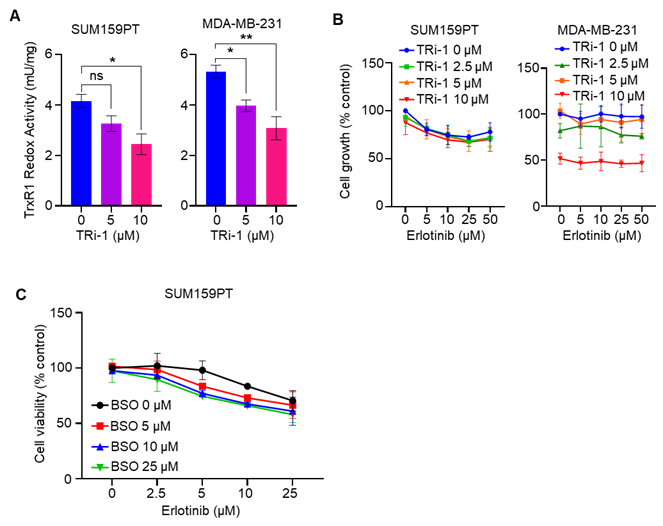

**Figure S5: Effect of thioredoxin reductase 1 specific inhibitor, TRi-1, on sensitizing TNBC cells to Erlotinib.**

1. SUM159PT and MDA-MB-231 cells were treated with TRi-1 (0-10 µM) for 24 hours. The redox activity of thioredoxin reductase 1 (TrxR1) was analyzed by the DTNB reduction assays. One-way ANOVA followed by Tukey’s post-test, n = 3 (mean ± SEM).
2. SUM159PT and MDA-MB-231 cells were treated with TRi-1 (0-10 µM) alone or in combination with erlotinib (0-50 µM) for 72 hours. Cell viability was analyzed by MT cell viability assay. One-way ANOVA followed by Tukey’s post-test, n = 3 (mean ± SEM).
3. SUM159PT cells were treated with glutathione inhibitor, BSO (0-25 µM) alone or in combination with erlotinib (0-25 µM) for 72 hours. Cell viability was analyzed by MT cell viability assay. Two-way ANOVA followed by Tukey’s post-test, n = 2 (two biological replicates, mean ± SD).

**Figure S6:**

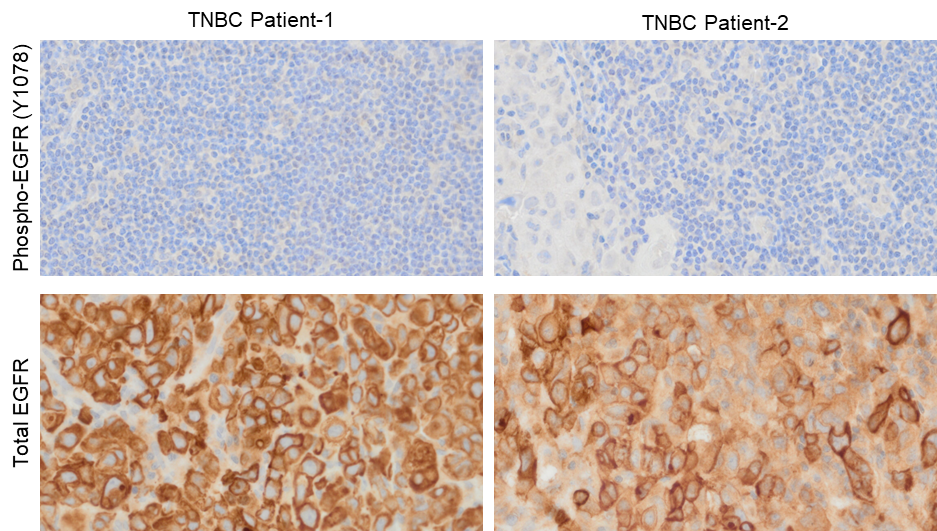

**Figure S6: Expression of Phospho-EGFR and total EGFR protein on TNBC patient tumour cells.**

Tissue microarray analysis of primary and treatment naïve TNBC patient tumours for the expression of phosphorylated EGFR (Y1078) protein and total EGFR protein. Representative images from two TNBC patient tumours are shown.

**Figure S7:**

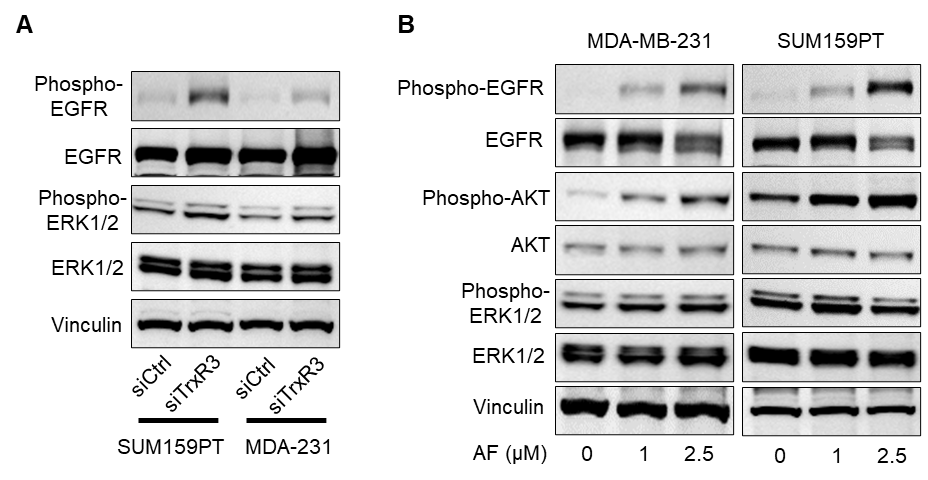

**Figure S7: TXNRD3 knockdown and inhibition activates EGFR signalling pathway in TNBC cells.**

1. SUM159PT and MDA-MB-231 cells were transfected with either control siRNAs, TrxR1-specific siRNAs, or TrxR3-specific siRNAs for 48 hours. Protein levels of phospho-ERK1/2 and total ERK1/2 were analyzed by Western blot analysis. Representative images of three independent experiments are shown. Vinculin was used as a loading control.
2. SUM159PT and MDA-MB-231 cells were treated with auranofin (0-2.5 µM) for 24 hours. Protein levels of phospho-ERK1/2, total ERK1/2, phospho-AKT, and total AKT were analyzed by Western blot analysis. Representative images of three independent experiments are shown. Vinculin was used as a loading control.

# Supplementary material for: Redox regulation of EGFR activation by thioredoxin reductase 3 drives resistance to EGFR inhibitors in triple-negative breast cancer
**Source:** Cell Death Discov. 2026 May 19;12:295. doi: 10.1038/s41420-026-03157-0
**Supplement:** Supplementary file 2 — Supplementary file

**Figure 1C**

**
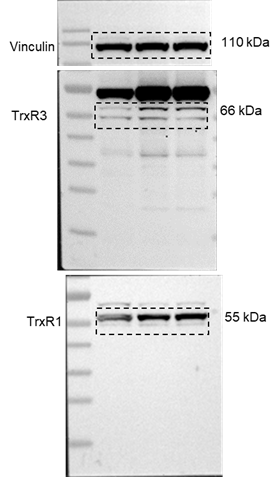
**

**Figure S1D**

**
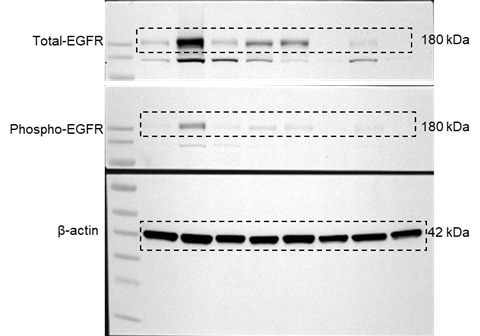
**

**Figure 4A**

**
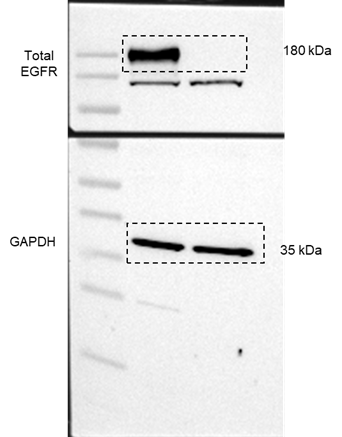
**

**Figure 4D**

**
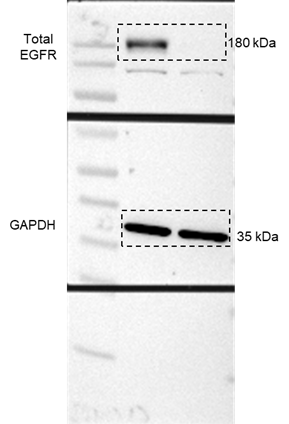
**

**Figure 5B**

**
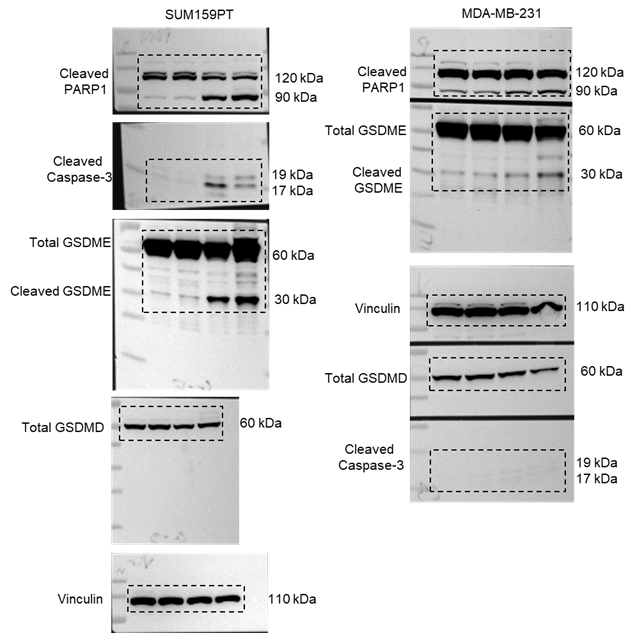
**

**Figure 5C**

**
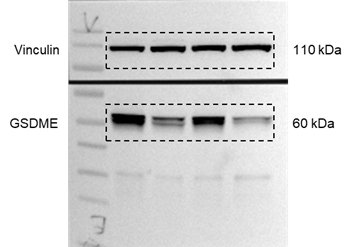
**

**Figure 5E**

**
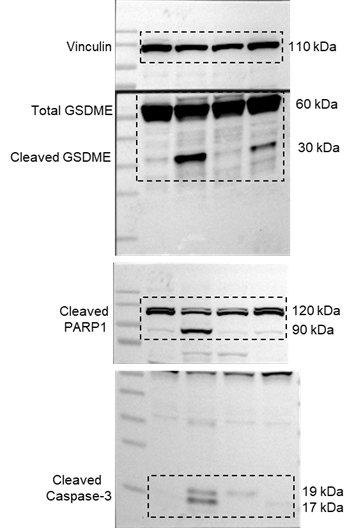
**

**Figure 6B**

**
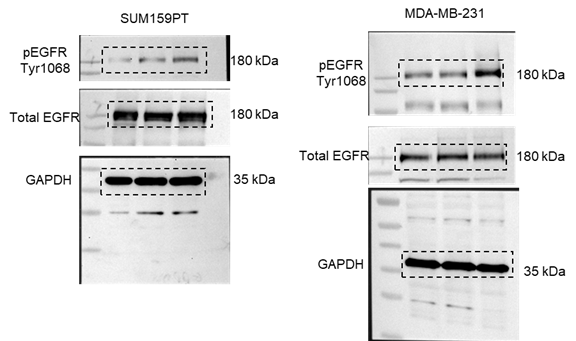
**

**Figure 6C**

**
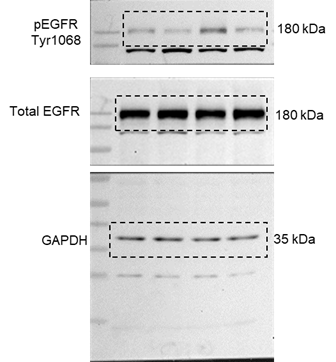
**

**Figure 6E**

**
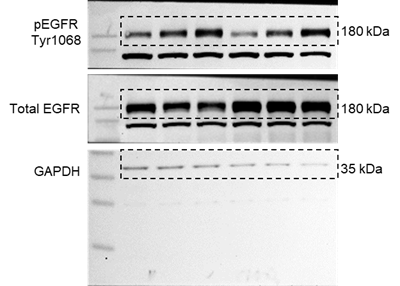
**

**Figure 6F**

**
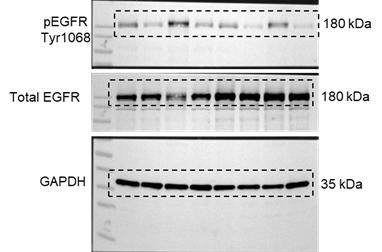
**

**Figure S6A**

**
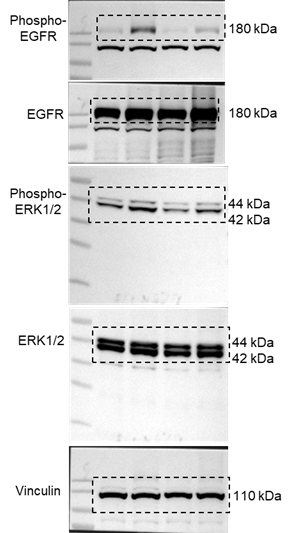
**

**Figure S6B**

**
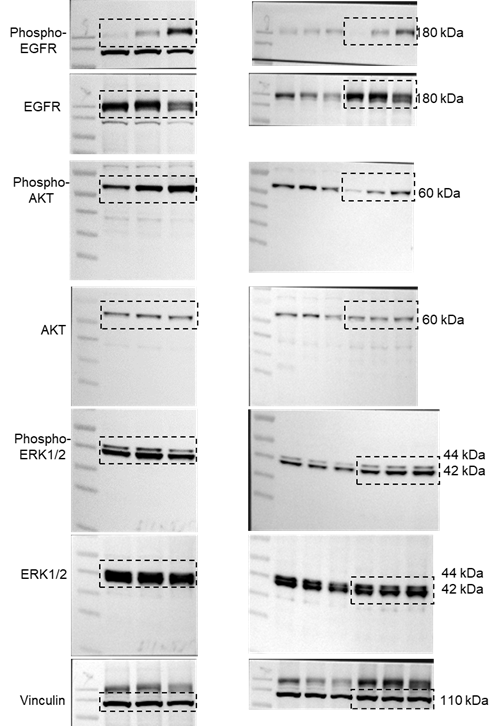
**

**Figure 7E**

**
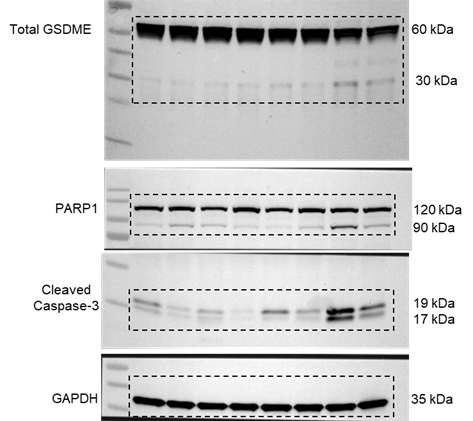
**

How the deposited data were processed for this re-analysis (not part of the article)

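The processed data were the read counts of sgRNAs in a pooled knockout screen of the human triple-negative breast cancer cell line MDA-MB-231. Cells that expressed Cas9 were transduced with the GeCKO v2 library, selected with puromycin for 7 days and treated with DMSO or 10 µM erlotinib for 7 days. The sgRNA sequences were amplified from genomic DNA and sequenced, with 3 libraries for DMSO and 3 for erlotinib. Each library's condition and replicate number were taken from its labels. Some label fields of the series name RNA, mice and another cell line, and the conditions, replicate numbers and protocol text of the labels fit the screen in the paper's methods, which was followed. The labels also give each library's primers: the replicate number goes with the forward primer and the condition with the reverse primer, so condition and reverse primer cannot be separated.

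The authors' table holds whole-number counts per sgRNA of 20 bases and library, before any filter or normalization, and sgRNAs with 0 counts in every library are listed. The paper's text does not name the program or mismatch allowance behind the counts. Of 107237 listed sgRNAs, 993 are non-targeting. The total counts were 1574743 to 4263494 in DMSO and 1773235 to 3332895 in erlotinib libraries, and a floor of 3 counts came to 0.704 to 1.91 and 0.900 to 1.69 CPM. The share of sgRNAs detected in any library is given with a 95% Wilson interval. No genome sequence was used, so sgRNAs are given by their sequence and target symbol and not by coordinates.

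The counts were analysed with R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Non-targeting sgRNAs were removed. The paper's criterion drops sgRNAs with a count below the library median in at least 2 libraries, and since each library's median was 0 it dropped no sgRNA with a count. Upper-quartile normalization at the 0.99 quantile gave scaling factors of 0.541, 0.644 and 0.735 for DMSO replicates 1 to 3 and 1.49, 1.44 and 1.82 for erlotinib replicates 1 to 3. The common dispersion in edgeR was 9.74. Of all tests, erlotinib against DMSO was the only contrast. sgRNAs were tested with edgeR's quasi-likelihood test and called at a Benjamini-Hochberg adjusted p under 0.05, and with the likelihood ratio test, which the paper names, at an unadjusted p under 0.05. The paper's text does not say whether its threshold of 0.05 is on the adjusted p. Genes with at least 2 tested sgRNAs were tested with fry over their sgRNAs. Gene-level log2 fold changes are means over the tested sgRNAs. Differences between thioredoxin reductases were tested on the mean over sgRNAs of edgeR's log2 CPM. It used normalized library sizes and a prior count of 2 scaled to library size. Exact two-sided permutation tests over libraries were used, for which 0.1 is the smallest p. Membership of gene lists among the 150 genes with the smallest p was tested with Fisher's exact test.

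The genes to name were set before the data were examined: every gene that the paper names in connection with the screen or with the response to EGFR inhibitors; the 10 genes with the smallest gene-level p in each direction among genes with at least 3 tested sgRNAs; the 5 sgRNAs with the smallest p in each direction; and up to 4 members of each gene list by gene-level p. Abundant sgRNAs of the erlotinib libraries, sgRNAs with a count in every library and genes with at least 4 sgRNAs in erlotinib libraries were named after their values were seen. The 22 lists, also set then, were the thioredoxin reductases, the thioredoxin and peroxiredoxin system, the glutathione system, the NRF2 pathway and reactive oxygen species, EGFR-RAS-ERK signaling, PI3K-AKT-MTOR signaling, negative regulators of growth factor signaling, bypass receptor kinases and YAP-TEAD, IGF-binding proteins, drug efflux and erlotinib metabolism, JAK-STAT, gamma-secretase, gasdermins and cell death, choline kinases, the cytosolic ribosome, the proteasome, the spliceosome and RNA polymerase II core, the mitochondrial ribosome, the respiratory chain, zinc-finger proteins, olfactory receptors and microRNAs. Lists were tested with fry and with camera, at a preset correlation of 0.01 and with an estimated correlation.

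The alternatives were TMM, DESeq2 size factors, total-count and non-targeting scaling, other filters, DESeq2's Wald test, the replicate number as a block, leaving out each library in turn, counts summed per gene, and robust rank aggregation with 100000 draws. Further filters and comparisons were added after the counts were seen. The steps were tested on simulated counts in which sgRNAs changed 8-fold. At a dispersion of 0.1, with 200 changed sgRNAs tested, the quasi-likelihood test recovered 94.0% and 97.5% of them in 2 runs with 10 and 8 false calls, and fry recovered 13.3% and 7.02% of the changed genes after adjustment and 100% at an unadjusted p under 0.05. At the dispersion fitted here, with 192 and 191 changed sgRNAs tested, the quasi-likelihood test recovered 0% of the sgRNAs, and fry 16.7% and 7.14% of the genes at an unadjusted p under 0.05, against 5.30% and 5.10% of unchanged genes. After adjustment, fry recovered 0% of the changed genes in both runs, with 0 and 1 false calls. These runs changed 192 and 191 of 69232 and 69249 sgRNAs, while here 70858 of 74555 sgRNAs had a log2 fold change below 0. They therefore do not test the calls for a loss of most sgRNAs.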

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

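The tests of sequencing depth, of the non-targeting sgRNAs as a measure of the whole loss, of non-targeting sgRNAs in both parts of the library, of general killing, of the explanations for TXNRD3 and of those for the DMSO libraries were chosen after the result was seen.

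Signals in data that the paper does not report on were found for 3 kinds of sgRNA. There were 308 sgRNAs of 303 genes with 0 counts in every DMSO library and at least 1000 counts in an erlotinib library, 2 of them non-targeting, and together they held 15.7% of the erlotinib counts. Of these, 12 had at least 10 counts in more than 1 erlotinib library. Of the non-targeting sgRNAs, 103 had a count in an erlotinib library, and so had 309 sgRNAs of microRNAs.

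The erlotinib libraries held far fewer sgRNAs than the DMSO libraries. Against depth, DMSO replicates 1 and 2 were thinned to the smallest erlotinib total, and DMSO replicate 3, whose total was already lower, was left whole. Each still held at least 16.1 times the sgRNAs of the fullest erlotinib library. Against a few sgRNAs taking the reads, the ratio outside each library's 1000 leading sgRNAs was at least 18.1 at equal reads. Loss through the gene knocked out was not the whole cause, since non-targeting sgRNAs kept 6.90% of their DMSO share, and as a part of it could not be excluded, since the ratio of kept shares between non-targeting and other sgRNAs was 1.27 (counting interval 1.05 to 1.52, around a bound of 1.5 set before the test), where 1.21 is expected without any effect of the gene if non-targeting sgRNAs are in both parts of the library. A small sample of cells or template molecules in each erlotinib library also stays open, since pairs of these libraries shared up to 2.28 times the sgRNAs with at least 10 counts that independent sampling gives (interval 1.77 to 2.89, around a bound of 2 set before the test), where 56.9 was the highest ratio possible. At 1 count or more the ratio was up to 8.66, for erlotinib replicates 1 and 2, which gave 2.02 at 10 counts or more. Reads passed between these 2 libraries may account for part of the 8.66. Killing of cells by erlotinib whichever sgRNA they carry and a small amount of amplified DNA both predict a fall in every class. The fall was 18.3-fold over all sgRNAs, with unequal kept shares of 5.42% for microRNAs to 8.16% for essential genes. The counts alone cannot tell the 2 apart, because each condition has its own libraries and no sample between them. The paper gives the dose as a partly inhibitory one and reports a minimal effect of erlotinib alone on growth. That by itself does not predict killing on this scale. Without erlotinib, pairs of DMSO libraries also shared at most 1.24 times the sgRNAs with at least 10 counts that independent sampling gives.

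The sgRNAs of TXNRD3 had 0 counts in every erlotinib library. A loss shared with most sgRNAs may account for this, since 78.1% of the genes with as many sgRNAs detected in DMSO had all of them at 0. A need for TXNRD3 under erlotinib beyond that for other genes cannot be told apart from it, although the gene-level p of TXNRD3 lay at the 5.40 percentile of all genes. Among genes with 0 counts in the erlotinib libraries, the order by p was set by the DMSO counts alone, so the percentile does not separate the 2.

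The DMSO libraries shared few sgRNAs with each other. Depth does not account for this, since of the sgRNAs with at least 10 counts in another DMSO library, 54.7%, 61.2% and 60.0% had 0 counts in replicates 1 to 3, at mean counts of 101, 61.2 and 42.3 per detected sgRNA. A separate small sample of cells or template molecules in each library is a candidate explanation, since pairs of DMSO libraries shared at most 1.24 times the sgRNAs that independent sampling gives, where 2.82 to 3.24 times was possible. No biological explanation was tested, since the 3 libraries had the same condition.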

How the results depend on the processing

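The filters on counts above the library median or above the median of the counts over 0, the counts over listed sgRNAs and the essential-gene comparisons by share of sgRNAs were chosen after the data were seen. Over 48 results and 670 values under alternatives, 166 values of the main comparisons kept their direction and side of the threshold or lay within 1.5 times the count, 46 moved further, 12 lost their call and 8 turned direction. For single named genes 373 values were kept, 41 lost and 9 gained a call and 15 turned. Of 624 values of 47 named list members, 6 turned sign, 114 lost a call and 2 gained one. Where no cause is named, the cause was not tested. Leaving out the filter, and keeping counts at or above the library median, removed no sgRNA and so tested nothing. Scaling moved the median log2 fold change of all sgRNAs from −8.34 to −8.95 with TMM, −9.24 with DESeq2's size factors, −7.53 with total counts and −7.73 with the non-targeting total. Where every erlotinib library had 0 counts, these fitted values depend on the prior count and are no bounds.

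Adjusted quasi-likelihood calls (0 depleted and 0 enriched sgRNAs, 23282 and 521 at an unadjusted p under 0.05) came to 29531 and 13 with DESeq2, 5714 and 1 with filterByExpr, 0 to 14276 and 0 to 303 without 1 library each, and 22516 and 93 with counts above the median in at least 2 libraries. Depleted sgRNAs numbered 7518 with counts above the median in at least 3 libraries, and 12701, 9554 and 1435 with counts at the median of counts above 0 in at least 1, 2 and 3. Likelihood ratio calls (27301) came to 5768 with filterByExpr, 4149 with the replicate number as a block, 15567 to 29751 without 1 library each, 7607 and 132 above the median in at least 3 and 4 libraries, and 10419 and 1459 at the median of counts above 0 in at least 2 and 3. These filters test fewer sgRNAs. Genes with a depleted sgRNA (15615) came to 8194 with at least 2, 2827 with at least 3, 5088 with filterByExpr and 3765 with the replicate block. Depleted genes (8653) came to 14162 with summed counts, 0 with robust rank aggregation over sgRNAs, 0 with DESeq2's size factors (8645 at an unadjusted p under 0.05), 925 with filterByExpr, 836 with the replicate block and 1594 to 12692 without 1 library each, the low values being 1594, 1667 and 1609 without erlotinib replicates 1, 2 and 3. Enriched genes (0 in fry, 0 at an unadjusted p under 0.05) came to 1 above the median in at least 2 libraries.

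The log2 fold changes of TXNRD1, TXNRD2 and TXNRD3 were −9.93, −9.29 and −9.49 with DESeq2's size factors and −5.54, −4.93 and −5.81 with the replicate block, all without a call. DESeq2's size factors rest on the 5 sgRNAs with a count in every library and, relative to the library totals, came to 0.0415 and 18.8 for erlotinib replicates 1 and 2. Without 1 library each, TXNRD1 lay at −10.25 to −8.48 and TXNRD2 at −9.89 to −8.25, and the calls were lost without any erlotinib library. The pairing that the block assumes was not seen in the counts, with correlations of −0.00437 to 0.00407 between DMSO and erlotinib libraries, equal numbers or not, taken over sgRNAs on each library's deviation in log2 CPM from the mean of its condition. With 0 counts in erlotinib, differences between these genes restate those in DMSO. TXNRD3 minus TXNRD1 (0.03) was −0.034 with TMM and −0.59 to 0.63 without 1 library each, and TXNRD3 minus TXNRD2 (−0.19) was −0.29 to 0.45 without 1 library each and 0.24 above the median in at least 2 libraries.

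The zinc-finger odds ratio (0.696) was 1.22 by the smallest likelihood ratio p, 1.18 with total counts and 0.225 to 1.43 without 1 library each. Genes pointing up turned mean direction, without a call before or after. hsa-mir-8057 (−1.21) was 2.46 with the block and −1.92 to 1.94 without 1 library each, and SPCS3 (−0.21) was 0.32 with total counts, 0.29 with non-targeting scaling, 0.28 with the block and −3.28 to 3.77. Without 1 library each, hsa-mir-130a ranged from −0.35 to 6.70, TADA3 from −0.18 to 7.09, ABHD10 from −0.79 to 6.90, HNRNPH3 from −7.53 to 6.52 and FAM171A1 from −2.96 to 5.15.

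The share of sgRNAs detected (70.3%) was 0.00466% in every library, 65.9% at 10 counts, 69.2% in DMSO libraries, and the sgRNAs listed were 86.9% of the paper's library. The share of genes with at least 4 sgRNAs (59.4%) was 66.9% among genes with a depleted sgRNA, 95.2% by sgRNAs listed and 6.90% above the median in at least 2 libraries. The change in log2 CPM of essential against non-targeting sgRNAs (3.43) restates their DMSO difference, since both medians lay at the floor in the erlotinib libraries. It was 0 against olfactory receptor sgRNAs, where both medians lay at the floor in every library, and 1.45 by means, and by share detected 29.9 percentage points, or 12.8 against olfactory receptor sgRNAs. The changes in share also mostly restate the DMSO differences (−31.8 and −12.9 points), since few sgRNAs of either class were detected in erlotinib.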

Differences from the paper's values

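The paper's number of genes significantly reduced is 1984 at a threshold of 0.05, and its text does not say whether that p was adjusted. Here 15615 genes had at least 1 sgRNA depleted at an unadjusted p under 0.05 in the likelihood ratio test, and after adjustment 0 sgRNAs passed (16011 and 14306 depleted without DMSO replicate 2 and 3). With counts above the library median in at least 2 libraries, a filter chosen after seeing the values, 30260 depleted and 131 enriched sgRNAs passed that test after adjustment. Of the likelihood ratio counts under alternatives set before the data were examined, that of genes with at least 3 sgRNAs depleted at an unadjusted p under 0.05 (2827) came within 1.5 times the paper's number. The other likelihood ratio counts did not. Depleted genes in edgeR's fry (8653) also came within that bound without erlotinib replicate 1, 2 or 3 (1594, 1667 and 1609). The paper's text does not say how sgRNAs were joined to genes.

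For TXNRD1 the paper's log2 fold change is −7.3 and the mean over its sgRNAs was −8.87 here, with single sgRNAs at −9.78 to −7.37. All had 0 counts in erlotinib, so these values are set by the DMSO counts, the scaling and the prior count, and the gap to the paper's value does not measure a difference in loss. With total-count scaling the mean was −8.02, within the spread between sgRNAs (SD 0.919) of the paper's value, and with the other alternatives set before the data were examined it was not. The paper's p for TXNRD1 is 0.029, and the unadjusted gene-level rotation p in edgeR's fry was 0.0175. Single sgRNAs of TXNRD1 had likelihood ratio p-values on counts of 0.00881 to 0.174. The paper's text does not say whether its values are those of an sgRNA or of the gene.

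The paper states that all of the TXNRD3 sgRNAs it counts were significantly lost. Here 4 sgRNAs had a count in DMSO, all 4 had 0 counts in erlotinib and 2 of the 4 passed the likelihood ratio test. With a filter on counts above the library median in at least 2 libraries, chosen after seeing the values, 3 TXNRD3 sgRNAs were tested, as many as the paper counts, and all 3 passed, as did 3 of 3 for TXNRD1 and 3 of 3 for TXNRD2. All of these also passed after adjustment (highest adjusted p = 0.0147, likelihood ratio test). That filter drops CHKA, which the paper places among its most depleted genes, from the gene-level test, and under it 67.9% of the genes with exactly 3 tested sgRNAs had all 3 depleted. It also gave 16476 genes with at least 1 depleted sgRNA, 9282 with at least 2 and 3578 with at least 3. The library totals under this filter, which was chosen after seeing the values, were 1073131 to 2801712 counts in DMSO and 1570829 to 2889094 in erlotinib and match the ranges drawn in Fig. S1B, read by eye, while those of the main filter were 1546919 to 4188304 and 1734283 to 3277748.

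The paper states that TXNRD2 showed no significant change and that TXNRD1 was much weaker than TXNRD3. Here TXNRD2 was depleted (adjusted p = 0.0256, edgeR fry) and so was TXNRD1 (adjusted p = 0.0434, edgeR fry). The ranks by gene-level p, 1042 for TXNRD3, 4691 for TXNRD2 and 7790 for TXNRD1, put TXNRD3 first, and by the smallest likelihood ratio p of an sgRNA the ranks were 7057 for TXNRD1, 9437 for TXNRD3 and 13043 for TXNRD2. TXNRD2 was not called without erlotinib replicate 1, 2 or 3, with DESeq2's size factors or with the replicate number as a block, with adjusted p-values of 0.0719 to 0.115 in edgeR's fry. TXNRD1 was not called under these alternatives either (adjusted p = 0.121 to 0.153, edgeR fry). TXNRD3 kept its call without each erlotinib replicate (adjusted p = 0.0217 to 0.0240, edgeR fry). It lost the call with DESeq2's size factors (adjusted p = 0.0709, edgeR fry) and with the block (adjusted p = 0.0944, edgeR fry).

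The paper places TXNRD3, ABCG2, CHKA and IGFBP6 among its most depleted genes. None of these 4 was among the 150 genes with the smallest p here, by gene-level p or by the smallest likelihood ratio p of an sgRNA, where ABCG2 came closest with a rank of 531. TXNRD3 and ABCG2 were depleted, and CHKA (adjusted p = 0.149) and IGFBP6 (adjusted p = 0.155) were not called in edgeR's fry. CHKA was called without DMSO replicate 2 and IGFBP6 without DMSO replicate 3. IGFBP6 had 1107 counts in erlotinib replicate 3.

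The paper describes many of its most depleted genes as transcription factors, zinc-finger proteins, small uncharacterized proteins or mitochondrial and ribosomal components, of which transcription factors as a whole and uncharacterized proteins were not counted here. Among the 150 genes here, 3 were zinc-finger proteins, 1 was of the mitochondrial ribosome, 1 of the cytosolic ribosome and 1 of the respiratory chain. By the smallest likelihood ratio p of an sgRNA these numbers were 5, 2, 0 and 0.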

Other observations

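The tests of detection of essential against olfactory receptor sgRNAs, of sgRNAs per gene in erlotinib libraries, of low counts in erlotinib replicate 1 and of non-targeting sgRNAs in both parts of the library were chosen after the result was seen.

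In the DMSO libraries, sgRNAs of ribosome, proteasome, spliceosome and RNA polymerase II genes were detected less often than olfactory receptor sgRNAs, with differences of −13.7, −11.5 and −13.5 percentage points in replicates 1 to 3 (Fisher's exact test, two-sided adjusted p = 2.79e-09, 2.75e-07 and 2.18e-09). In the erlotinib libraries the differences were −0.77, 0.75 and −0.16 points (Fisher's exact test, two-sided adjusted p = 0.360, 0.277 and 1). Few sgRNAs were detected there, with 9, 15 and 12 of the essential genes, so point differences must lie near 0. They cannot show whether the DMSO difference was lost. The odds ratios were 0.540, 0.573 and 0.529 in DMSO and 0.662, 1.42 and 0.928 in erlotinib replicates 1 to 3. At the gene level, 4 of 23 proteasome genes were depleted, 0 enriched and 19 not called (3 depleted when adjusted over the list alone), with PSMA8 and PSMA7 first, the latter not called without erlotinib replicate 1, 2 or 3 (adjusted p = 0.0773 to 0.0830, edgeR fry). Of 22 spliceosome and RNA polymerase II core genes, 10 were depleted, 0 enriched and 12 not called (10 depleted when adjusted over the list alone). Of 359 olfactory receptors, 175 were depleted, 0 enriched and 184 not called (181 depleted when adjusted over the list alone), and of 1386 microRNAs 508 were depleted, 0 enriched and 878 not called (461 depleted when adjusted over the list alone). Of 24 genes of gasdermins and cell death, 10 were depleted, 0 enriched and 14 not called (10 depleted when adjusted over the list alone). GSDMA and RIPK1 led this list, and DFNA5 (GSDME), which the paper studies in pyroptosis, was depleted (adjusted p = 0.0360, edgeR fry; at least 19.6-fold lower), though not without erlotinib replicate 1, 2 or 3 (adjusted p = 0.116 to 0.125, edgeR fry). GSDMD was not called (adjusted p = 0.0568, edgeR fry), and passed without DMSO replicate 3 (adjusted p = 0.0247), with TMM (adjusted p = 0.0453) and with the filter chosen after seeing the values (adjusted p = 0.0251), over a range of 0.0247 to 0.212 across the alternatives (edgeR fry).

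No gene was called enriched in fry, at an adjusted or an unadjusted p under 0.05. The smallest gene-level p among genes pointing up was that of UTP14A, a nucleolar protein of ribosome assembly, with 140, 3 and 637 counts in erlotinib replicates 1 to 3 and 1, 0 and 0 in DMSO (adjusted p = 0.165, edgeR fry). The others were hsa-mir-8057, MTMR6, hsa-mir-130a, SPCS3, TADA3, ABHD10, hsa-mir-4462, HNRNPH3 and FAM171A1, with adjusted p-values of 0.407 to 0.847 in edgeR's fry. For hsa-mir-8057 and SPCS3 the mean log2 fold change was below 0 while the test pointed up. The sgRNA counts of hsa-mir-8057 came to 1275, 640 and 383 in erlotinib replicates 1 to 3. A hypothesis that cells lacking particular genes survived predicts that sgRNAs found in erlotinib libraries fall on the same genes more often than by chance. In any erlotinib library, 610 genes had at least 2 sgRNAs with a count, against a median of 565 in 10000 reassignments among sgRNAs found in as many DMSO libraries (one-sided permutation p = 0.0081). RRAGD, TADA3, UTP14A and ZNF184 had 4 such sgRNAs, against a median of 1 gene (one-sided permutation p = 0.0520). Neither count can be assigned to survival under erlotinib. Essential-gene sgRNAs were detected less often in DMSO already, so sgRNAs of a gene may also group without erlotinib. Matching by the number of DMSO libraries may not remove this.

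Erlotinib replicate 1 held sgRNAs of erlotinib replicate 2 and, less often, of erlotinib replicate 3 at low counts. Of 407 sgRNAs with at least 1000 counts in replicate 2, 204 (50.1%) had 1 to 10 counts in replicate 1, a share 153 times that among sgRNAs with 0 counts in replicate 2 (0.327%). Of 661 such sgRNAs of replicate 3, 58 (8.77%) had 1 to 10 counts in replicate 1, 16.8 times the share among sgRNAs with 0 counts in replicate 3 (0.523%). In the other directions between erlotinib libraries this ratio was 0.746 to 3.03. Reads passed between the libraries may account for part of the 629 sgRNAs at 1 to 10 counts in erlotinib replicate 1. For non-targeting sgRNAs, a hypothesis that they were detected more often because they are in both parts of the library gave expected shares of 62.9%, 55.7% and 57.1% in DMSO replicates 1 to 3, at most 3.46 percentage points from the 61.9%, 55.2% and 53.7% seen, and of 4.06%, 3.50% and 4.00% in erlotinib replicates 1 to 3, where 4.43%, 3.42% and 3.93% were seen.

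The 6 libraries can be split into 2 groups of 3 in 10 ways, too few for a share under 0.05. The real split gave 27927 sgRNAs at an unadjusted p under 0.05 in the likelihood ratio test and the highest other split 195. For genes called in fry these values were 8653 and 8, and for adjusted quasi-likelihood calls 0 and 0. The correlations of log2 CPM over the tested sgRNAs, which are not independent replicates, were −0.123 to −0.0985 between DMSO libraries and 0.00646 to 0.0316 between erlotinib libraries. They leave out sgRNAs with 0 counts in every library, and over all listed sgRNAs pairs of DMSO libraries shared 1.19 to 1.21 times the sgRNAs with a count that independent sampling gives.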
